# Tongxinluo-pretreated mesenchymal stem cells facilitate cardiac repair via exosomal transfer of *miR-146a-5p targeting* IRAK1/NF-κB p65 pathway

**DOI:** 10.1186/s13287-022-02969-y

**Published:** 2022-07-07

**Authors:** Yuyan Xiong, Ruijie Tang, Junyan Xu, Wenyang Jiang, Zhaoting Gong, Lili Zhang, Yu Ning, Peisen Huang, Jun Xu, Guihao Chen, Xiaosong Li, Mengjin Hu, Jing Xu, Chunxiao Wu, Chen Jin, Xiangdong Li, Haiyan Qian, Yuejin Yang

**Keywords:** Myocardial infarction, Mesenchymal stem cells, Exosomes, Tongxinluo, Pretreatment

## Abstract

**Background:**

Bone marrow cells (BMCs), especially mesenchymal stem cells (MSCs), have shown attractive application prospects in acute myocardial infarction (AMI). However, the weak efficacy becomes their main limitation in clinical translation. Based on the anti-inflammation and anti-apoptosis effects of a Chinese medicine-Tongxinluo (TXL), we aimed to explore the effects of TXL-pretreated MSCs (MSCs^TXL^) in enhancing cardiac repair and further investigated the underlying mechanism.

**Methods:**

MSCs^TXL^ or MSCs and the derived exosomes (MSCs^TXL^-exo or MSCs-exo) were collected and injected into the infarct zone of rat hearts. In vivo, the anti-apoptotic and anti-inflammation effects, and cardiac functional and histological recovery were evaluated. In vitro, the apoptosis was evaluated by western blotting and flow cytometry. miRNA sequencing was utilized to identify the significant differentially expressed miRNAs between MSCs^TXL^-exo and MSCs-exo, and the miRNA mimics and inhibitors were applied to explore the specific mechanism.

**Results:**

Compared to MSCs, MSCs^TXL^ enhanced cardiac repair with reduced cardiomyocytes apoptosis and inflammation at the early stage of AMI and significantly improved left ventricular ejection fraction (LVEF) with reduced infarct size in an exosome-dependent way. Similarly, MSCs^TXL^-exo exerted superior therapeutic effects in anti-apoptosis and anti-inflammation, as well as improving LVEF and reducing infarct size compared to MSCs-exo. Further exosomal miRNA analysis demonstrated that *miR-146a-5p* was the candidate effector of the superior effects of MSCs^TXL^-exo. Besides, *miR-146a-5p* targeted and decreased IRAK1, which inhibited the nuclear translocation of NF-κB p65 thus protecting H9C2 cells from hypoxia injury.

**Conclusions:**

This study suggested that MSCs^TXL^ markedly facilitated cardiac repair via a new mechanism of the exosomal transfer of *miR-146a-5p* targeting IRAK1/NF-κB p65 pathway, which has great potential for clinical translation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13287-022-02969-y.

## Background

Ischemic heart disease has long been a major cause of cardiovascular disease mortality worldwide despite improved medical care and even reperfusion therapy for acute myocardial infarction (AMI) [1, 2]. Sudden loss of massive cardiomyocytes accompanied by an intense inflammatory response in the early stage of AMI correlated directly with deteriorated cardiac function, ventricular remodeling, heart failure and worse clinical outcomes [3–5]. Bone marrow cell (BMC) transplantation, including mesenchymal stem cell (MSC) transplantation, remains a promising method for the treatment of patients with AMI and ischemic heart failure [6]. However, the weak therapeutic effects of transplanted BMCs and MSCs have restricted their clinical applications [7–11]. Although numerous studies have explored different strategies to enhance the effects of MSCs including preconditioning [12, 13], genetic modification [14, 15] and tissue engineering [16, 17], some of these strategies are still challenging with respect to clinical translation in current AMI treatment.

Our group has explored a clinically feasible strategy to enhance the therapeutic efficacy of MSCs by pretreatment with the widely used clinical medicine statins and the Chinese medicine compound Tongxinluo (TXL) in preclinical and clinical studies [18–21]. Both statins and TXL share similar anti-inflammatory and anti-apoptotic mechanisms, resulting in microenvironment improvement in the post-infarct myocardium and facilitating the survival of implanted MSCs [18–20]. Statins and TXL have also been confirmed to protect MSCs from hypoxia and serum deprivation (H/SD)-induced apoptosis in vitro [22, 23] and exerted anti-apoptotic effects in vivo [24, 25]. In addition, MSCs pretreated with statins demonstrated marked therapeutic potential [26–28], though the effects of TXL-pretreated MSCs (MSCs^TXL^) have not yet been explored. We herein aimed to explore whether MSCs^TXL^ could enhance cardiac repair effects in AMI and the underlying mechanism.

The therapeutic effects of MSCs on cardiac repair have been attributed to their paracrine mechanism [29] including microvesicles and exosomes, which play pivotal roles in intercellular communication [30, 31]. Among these, MSCs-derived exosomes exhibit distinct benefits in improving harsh environments and promoting cardiac recovery after AMI [32]. Exosomes, 30–150 nm extracellular vesicles, manifest several favorable features including low immunogenicity and reduced biodegradability and are capable of carrying a complex cargo of bioactive molecules including proteins, lipids and RNAs to mediate intercellular communications [33, 34]. MicroRNAs (miRNAs) are a class of short noncoding RNAs regulating gene expression at the posttranslational level [35], and exosomal miRNAs have been found to play an important role in cardiac repair [36]. Therefore, we hypothesized that miRNAs in MSCs^TXL^-derived exosomes (MSCs^TXL^-exo) might be essential to the MSCs^TXL^-mediated cardioprotective effects in AMI.

In the present study, we first reported the superior efficacy of MSCs^TXL^ relative to MSCs especially in anti-apoptosis and anti-inflammation at an early stage, as well as cardiac function recovery in an exosome-dependent manner. Further analysis found that exosomal *miR-146a-5p* levels were upregulated and then transferred to cardiomyocytes, which targeted the IRAK1/NF-κB p65 signaling pathway, thus ameliorating cardiomyocyte injury. These findings provide new insights into the novel mechanism of MSCs^TXL^ in enhancing the effects of cardiac repair in AMI.

## Methods

All animals were obtained from the Animal Department of Fuwai Hospital. The experiment was performed with approval of the Experimental Animals Ethics Committee of Fuwai Hospital (FW-2018-0010), and all procedures conformed to National Institutes of Health guidelines. A more detailed description of the experimental procedures is available in the Additional file 1.

### MSCs isolation and pretreatment

Sprague–Dawley (SD) rats were housed in a pathogen-free conditions under a controlled 12-h light–dark cycle and allowed free access to water and chow. Bone marrow was flushed with medium from the tibia and femur of male SD rats (60–80 g) and cultured in complete medium (IMDM, 10% fetal bovine serum) in 5% CO_2_ at 37 °C. After 24 h, remove the nonadherent cells that accumulate on the surface of the dish by changing the medium and replacing with fresh IMDM with 10% FBS and penicillin (100 U/mL)/streptomycin (100 μg/mL). MSCs at passages 3–4 appeared spindle shaped and were identified by canonical surface marker probing as CD45^−^, CD11^−^, CD31^−^, CD29^+^, CD90^+^, CD73^+^. Passage 3–4 MSCs were pretreated with TXL solution for 24 h.

### Exosome extraction, identification and labeling

Exosomes were isolated by differential centrifugation. Briefly, MSCs were cultured in exosome-free FBS containing IMDM for 48 h. The conditioned supernatants of MSCs pretreated with TXL or not were then collected and centrifuged. The conditioned supernatants were first centrifuged at 300 g for 10 min and 2000 g for 20 min to remove cells and debris and then centrifuged at 16500 g for 30 min to eliminated large extracellular vesicles. The crude exosome pellet was obtained by ultracentrifuging at 120000 g for 70 min, then the pellet was washed in Phosphate-buffered saline (PBS, pH7.4) followed by repeat ultracentrifugation for 70 min at the same speed. The exosome pellet was then suspended in appropriate volume of PBS and stored at −80 °C for the use in the experiments.

Protein concentrations of exosome were measured by microBCA protein assay kit (Thermo Fisher Scientific). Shape and sizes of exosomes were identified by transmission electron microscope (TEM, FEI, Tecnai G2 Spirit BioTwin) and Nanoparticle Tracking Analysis (NTA, PARTICLE METRIX, ZetaVIEW). Additionally, exosomes were identified by using western blotting with antibodies against CD63, TSG101, and Alix, whose catalog numbers are listed in Additional file 1: Table S1.

To determine whether exosomes can be effectively taken, purified exosomes were labeled with fluorescent dye PKH26 using Red Fluorescent Cell Linker Kit (Sigma-Aldrich) according to the manufacturer’s instructions and washed in PBS followed by two times of ultracentrifugation to remove the extra dye. After 12, or 24 h incubation with pre-labeled exosomes, H9C2 cells were then washed with PBS, fixed with 4% paraformaldehyde, then stained with phalloidine and DAPI at room temperature. For in vivo experiments, PKH26 pre-labeled exosomes were injected into the border zone of the infarcted heart and the distribution of pre-labeled exosomes were then monitored by confocal microscopy.

### AMI model establishment

Animals were randomized into different groups. Female SD rats (200–220 g weight) were anesthetized by intraperitoneal injection of pentobarbital sodium (50 mg/kg) before the surgical procedure. A 6–0 polyester suture was used to ligate the left anterior descending coronary artery (LAD). Thirty minutes after ligation, MSCs (2 × 10^6^ MSCs, in 100 μL PBS) or exosomes (20 μg, in 100 μL PBS) or 100 μL PBS was injected into the border zone of the infarcted heart at three sites. Transthoracic two-dimensional M-mode echocardiography was performed at 3 days (baseline) and 28 days (endpoint) post-AMI with VisualSonics Vevo 2100 system after rats were anesthetized with isoflurane. Rats were then placed on a heating pad, keeping the heart rate > 350 b.p.m. and the core body temperature ~ 37 °C. Left ventricular ejection fraction (LVEF), left ventricular fractional shortening (LVFS), left ventricular end-diastolic volume (LVEDV), and left ventricular end-systolic volume (LVESV) were assessed and calculated as previously described [37].

### Histological analysis

Rats were killed after echocardiography measurements were recorded. Masson’s trichrome and Sirius red staining were used to quantify the extent of the infarct size and fibrosis in the left ventricle (LV) with ImageJ software. Infarct size was calculated as [(epicardial infarct ratio + endocardial infarct ratio)/2] × 100. The epicardial infarct ratio was obtained by dividing epicardial infarct length by the epicardial circumference. The endocardial infarct ratio was calculated similarly. Collagen area was quantified as the average ratio of collagen area to the total LV area (collagen area/total LV area × 100%). Hematoxylin–eosin (HE) staining was used to roughly evaluate the degree of inflammatory cell infiltration. Vascular density was quantified by immunofluorescence of α-SMA and CD31 as described in the Additional file 1. The number of apoptotic cardiomyocytes was counted by terminal deoxynucleotidyl transferase-mediated dUTP nick-end labeling (TUNEL) assay, as described in the Additional file 1.

### Apoptosis determination by flow cytometry

H9C2 cells, pretreated by exosomes for 24 h or transfected with miRNA mimics, inhibitors or siRNA, were exposed to H/SD condition. Then H9C2 cells were collected and measured by using the Annexin V-FITC/PI Kit (Becton, Dickinson and Company) according to the manufacturer’s protocol. Viable cells were defined as Annexin V^−^/PI^−^, early apoptotic cells as Annexin V^+^/PI^−^, late apoptotic and necrotic cells as annexin V^+^/PI^+^. The proportion of apoptotic cells was calculated after adding together early and late apoptotic cells.

### miRNA mimics or inhibitors and siRNA transfection

*miR-146a-5p* mimics, inhibitors, interleukin 1 receptor-associated kinase 1 (*Irak1*) siRNA and their negative controls (NCs) were purchased from RiboBio. Target cells (MSCs or H9C2 cells) were transfected with *miR-146a-5p* mimics (100 nM), or *miR-146a-5p* inhibitors (200 nM), *Irak1* siRNA (100 nM) or relative NC (100–200 nM) by using Lipofectamine RNAiMAX (Invitrogen) according to manufacturer’s instructions. After 6 h of incubation, the medium was replaced with fresh medium, and then the cells were cultured for 48 h.

### Exosomal miRNA sequencing

The miRNA sequencing was performed both in MSCs-derived exosomes (MSCs-exo) and MSCs^TXL^-derived exosomes (MSCs^TXL^-exo). Three samples were processed for each group. Exosomal RNA was used to prepare miRNA next-generation sequencing (NGS) libraries with the QIAseq miRNA Library Kit. The libraries obtained from different samples were then performed on an Illumina Hiseq X Ten platform. Differentially expressed miRNAs were identified by |fold change| > 2 and *p* value < 0.05 with the threshold set for up- and downregulated genes.

### Dual-luciferase reporting system

HEK293T cells were plated in a 96-well plate at 1 × 10^4^ cells/well for 24 h, and transfection was performed once the cells achieved 60–70% confluency. Lipo6000™ (Beyotime Biotechnology) was used to transfect the cells. After 48 h transfection, miRNA level was detected by chemiluminescence using the Dual-Luciferase Reporter Assay System (Promega).

### Quantitative real-time-polymerase chain reaction (qRT-PCR)

Total RNA and miRNA were extracted from exosomes, cells and tissues with Trizol reagent (Life Technologies) according to the manufacturer’s instructions. mRNAs reverse transcription was performed using a Prime-Script^TM^RT Reagent Kit with gDNA Eraser (Takara) and miRNAs were revere transcribed with a Bulge-Loop miRNA qRT-PCR Starter Kit (RiboBio). The quantitative real-time PCR process was conducted with PowerUp™ SYBR™ Green Master Mix (Applied Biosystem) on a QuantStudio 3 Real-Time PCR system (Applied Biosystem). The level of mRNA and miRNA was normalized to GAPDH and U6, respectively, and the data were calculated via comparative 2^−ΔΔCt^ methods. Bulge-Loop miRNA qRT-PCR primer sequence was designed and synthesized by RiboBio, and the mRNA primer sequences were the synthesized by TianyBiotech and listed in Additional file 1: Table S2. Each experiment included three technical replicates and at least three independent repeats.

### Statistical analysis

All data are expressed as the mean ± standard deviation (SD). Statistical analyses were performed using GraphPad 8.0 (GraphPad Software, USA). Comparisons between two groups were compared by Student’s t test, and comparisons among three or more groups were evaluated by one-way ANOVA followed by Tukey’s test. The level of significance was set at *p* < 0.05 for all comparisons.

## Results

### MSCs^TXL^ improved heart function and reduced cardiomyocyte apoptosis and inflammation after AMI

Bone marrow-derived MSCs at passages 3–4 appeared spindle shaped and were further identified by canonical surface marker probing as CD45^−^, CD11^−^, CD31^−^, CD29^+^, CD90^+^, CD73^+^ (Fig. 1A). MSCs could differentiate into adipocytes, osteocytes and chondrocytes, as confirmed by oil red O staining, alizarin red staining and alcian blue staining, respectively (Additional file 1: Fig. S1A). To assess the appropriate pretreatment concentrations of TXL, different concentrations of TXL were applied to MSCs. The cell viability of MSCs obviously decreased under normal conditions when the concentration was above 800 μg/mL, while a 100–400 μg/mL concentration resulted in a dose-dependent increase in cell viability under H/SD conditions, as shown by the CCK-8 assay (Additional file 1: Fig. S1B). Thus, we chose a concentration of 400 μg/mL for the pretreatment of MSCs (MSCs^TXL^). Further analysis showed that MSCs^TXL^ had similar surface markers and differentiation ability as MSCs (Additional file 1: Fig. S1C-D).

**Fig. 1:**
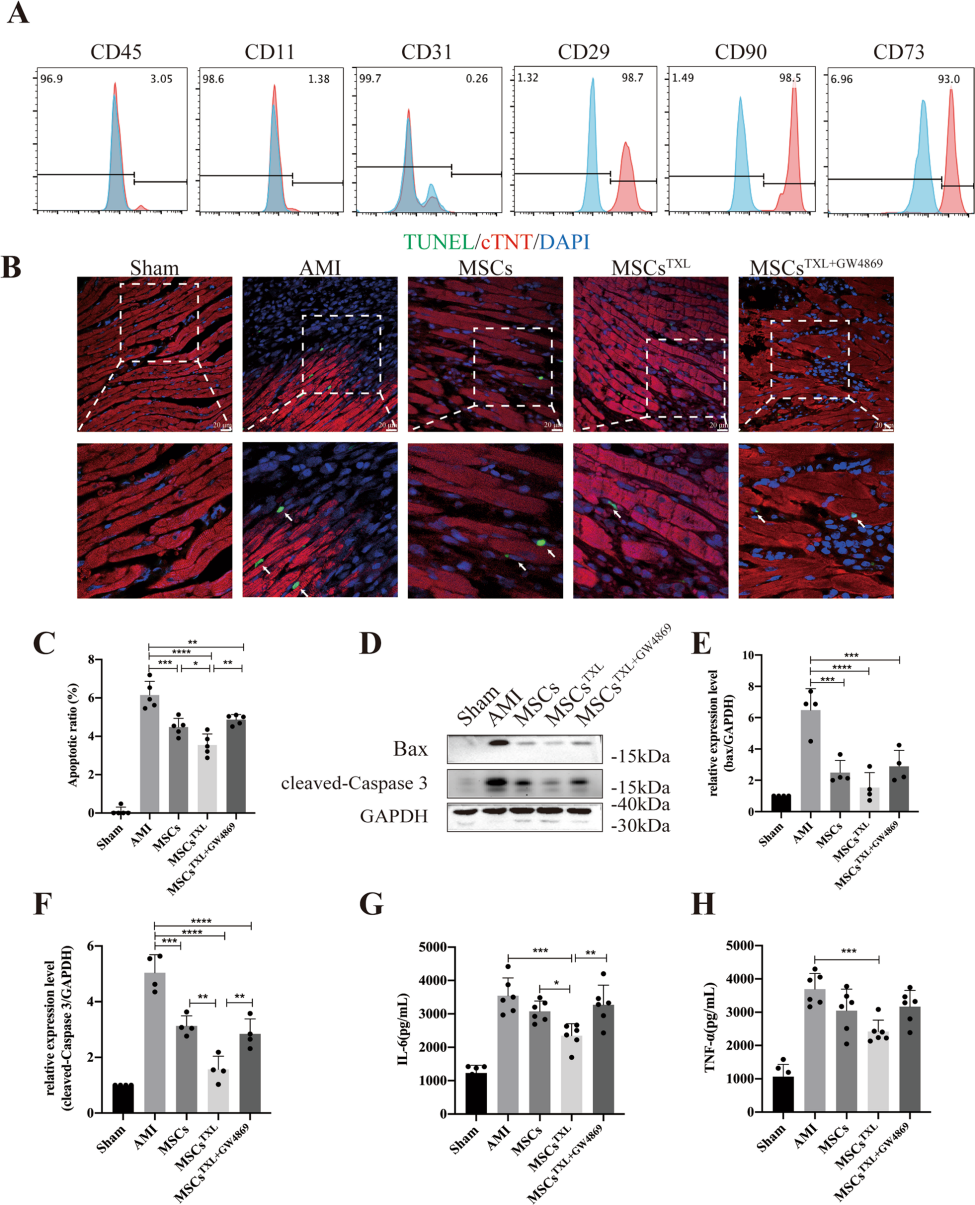
Intramyocardial injection of MSCs^TXL^ significantly ameliorated cardiomyocyte apoptosis and limited inflammation at the early stage of AMI. **A** Flow cytometry indicated that MSCs were negative for CD45, CD11, CD31 and positive for CD90, CD29 and CD73. **B** Representative images of TUNEL staining 3 days after AMI. The regions boxed with white dashed lines are enlarged in the lower panel. Cardiomyocytes were stained with cTNT (red) and nuclei were stained blue. The arrows show the apoptotic cardiomyocytes. Scale bar = 20 μm. **C** Quantification of cTNT^+^TUNEL^+^ cardiomyocytes (4 random fields per animal; *n* = 5). Representative western blotting images (**D**) of Bax, cleaved-Caspase 3 and GAPDH and the relative level of Bax (**E**) and cleaved-Caspase 3 (F) (*n* = 4). GAPDH was used as a loading control. **G** and **H** Quantification of IL-6 and TNF-α levels in infarct border zone tissue of rat hearts at 3 days post-AMI using ELISA (*n* = 6). All data are expressed as the mean ± SD. Statistical analysis was performed with one-way ANOVA followed by Tukey’s test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

To investigate whether TXL pretreatment could enhance the therapeutic efficiency of MSCs, MSCs pretreated with TXL (MSCs^TXL^ group), MSCs (MSCs group), or PBS (AMI group) was intramyocardially injected into the border zone of infarcted rat hearts 30 min post-AMI. Three days post injection, the MSCs^TXL^ group revealed fewer apoptotic cardiomyocytes (cTNT^+^TUNEL^+^) in the ischemic border zone than those receiving PBS or MSCs treatment (Fig. 1B, C). Western blot analysis also indicated reduced apoptosis in the MSCs^TXL^ group as the pro-apoptotic Bax and cleaved-Caspase 3 level was decreased significantly in the MSCs^TXL^ group (Fig. 1D–F, Additional file 1: Table S3). Furthermore, HE staining roughly showed decreased infiltration of inflammatory cells in the MSCs^TXL^ group (Additional file 1: Fig. S2A), and the ELISA results indicated the decreased levels of inflammatory cytokines including IL-6 and TNF-α, in the infarct border zone (Fig. 1G, H, Additional file 1: Table S3).

Four weeks post-AMI, both MSCs and MSCs^TXL^ administration exhibited significant improvement in LVEF compared to the AMI group, while MSCs^TXL^ demonstrated a therapeutic superiority to MSCs in systolic function improvement (49.69 ± 6.02% vs. 42.10 ± 3.83%, *p* < 0.05) (Fig. 2A, B, Additional file 1: Table S3), with a significantly smaller infarct size in the MSCs^TXL^ group compared to the MSCs (46.39 ± 8.06% vs. 56.82 ± 5.41%, *p* < 0.05) and AMI groups (46.39 ± 8.06% vs. 66.29 ± 4.96%, *p* < 0.0001) by Masson’s trichrome staining analysis (Fig. 2C, D, Additional file 1: Table S3). In addition, the collagen area determined by Sirius red staining decreased significantly in both the MSCs^TXL^ and MSCs group (*p* < 0.01–0.001), while there was no obvious difference between them (Fig. 2E, F). Arteriole density (determined by α-SMA immunofluorescence staining) and capillary density (determined by CD31 immunofluorescence staining) in the ischemic border zone were both significantly increased in the MSCs^TXL^ and MSCs group (*p* < 0.05–0.0001) (Fig. 2G–J, Additional file 1: Table S3).

**Fig. 2:**
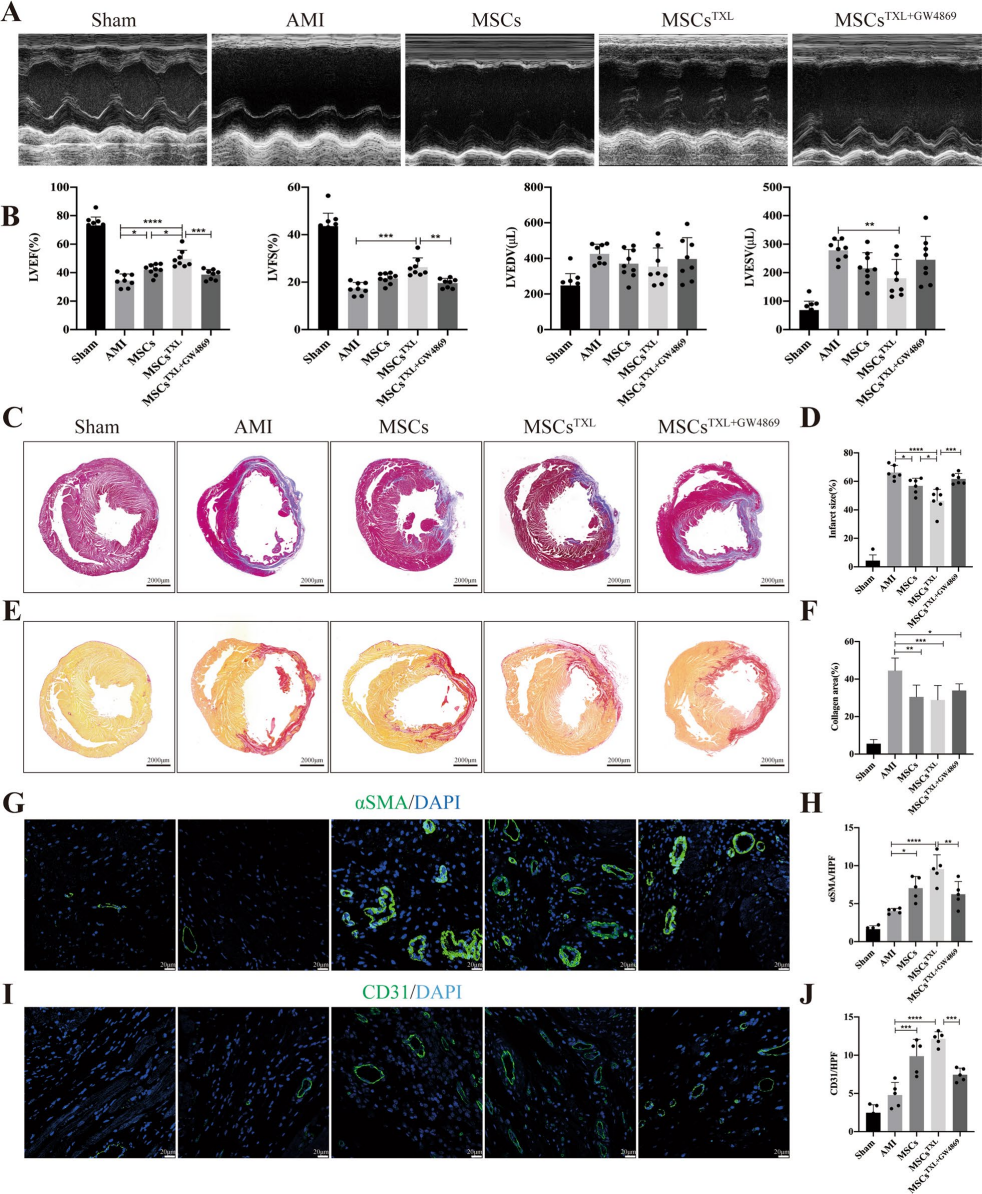
Intramyocardial injection of MSCs^TXL^ improved cardiac function, reduced infarct size and promoted angiogenesis after AMI. Representative images (**A**) of echocardiograms of rat heart and quantitative analysis (**B**) of LVEF, LVFS, LVEDV and LVESV (*n* = 8–10 for each group) at 28 days post-AMI. Representative images (**C**) and quantification (**D**) of the LV infarct size (*n* = 6) of transverse heart sections with Masson’s trichrome staining at 4 weeks after AMI. Scale bar = 2000 μm. Representative images of Sirius red staining (**E**) and quantification (**F**) of the collagen area. Scale bar = 2000 μm. Representative images of αSMA positively stained arterioles (**G**) or CD31 positively stained capillaries (**I**) at the border zone. Scale bar = 20 μm. Quantification of arteriole density (**H**) or capillary density (**J**) of the corresponding images of (**G**) or (**I**) (*n* = 5). Data were analyzed with one-way ANOVA followed by Tukey’s test and are shown as the mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

Taken together, these data indicated that TXL pretreatment enhanced the therapeutic efficacy of MSCs in cardiac repair, especially in protecting cardiomyocytes against apoptosis and limiting inflammation at an early stage of AMI.

### GW4869 abolished the superior effects of MSCs^TXL^

As a blocker of neutral sphingomyelinase that inhibits exosome secretion, GW4869 could inhibit exosome production in a dose-dependent manner with complete blockage at a concentration of 20 μM which do not affect cell viability [38–40]. After pretreatment of MSCs^TXL^ with 20 μM GW4869 for 24 h, we found that GW4869 pretreatment effectively blocked the release of exosomes (Additional file 1: Fig. S2B) and abrogated the effects of MSCs^TXL^ in reducing apoptosis, limiting inflammation (Fig. 1B–H, Additional file 1: Table S3), improving cardiac function, decreasing infarct and fibrotic size, and promoting angiogenesis (Fig. 2A–J, Additional file 1: Table S3). Therefore, these results indicated that exosomes derived from MSCs^TXL^ are vital for cardiac repair.

### MSCs^TXL^-exo exhibited better effects in inhibiting cardiomyocyte apoptosis in vitro

Since the cardioprotective roles of MSCs against MI injury were mainly mediated by exosomes [39, 41, 42] and those of MSCs^TXL^ were also abolished by GW4869 pretreatment, we further investigated whether MSCs^TXL^ facilitate cardiac repair via exosomes. Exosomes, isolated by ultracentrifugation, were characterized by TEM (Fig. 3A) as having similar particle sizes and concentrations between MSCs-derived exosomes (MSCs-exo) and MSCs^TXL^-exo (Fig. 3B). The exosomes were positive for exosome-specific markers including Alix, Tsg101 and CD63, as well as the MSCs surface marker CD73 (Fig. 3C). H9C2 cells were cocultured with PKH26-labeled exosomes for 12 and 24 h, and exosomal uptake was further verified via PKH26 fluorescence images. As shown in Fig. 3D, the uptake rate was positively correlated with the cocultivation time. Three days after PKH26-labeled exosome injection, confocal images indicated that these injected exosomes could be taken up by cardiomyocytes in vivo (Fig. 3E).

**Fig. 3:**
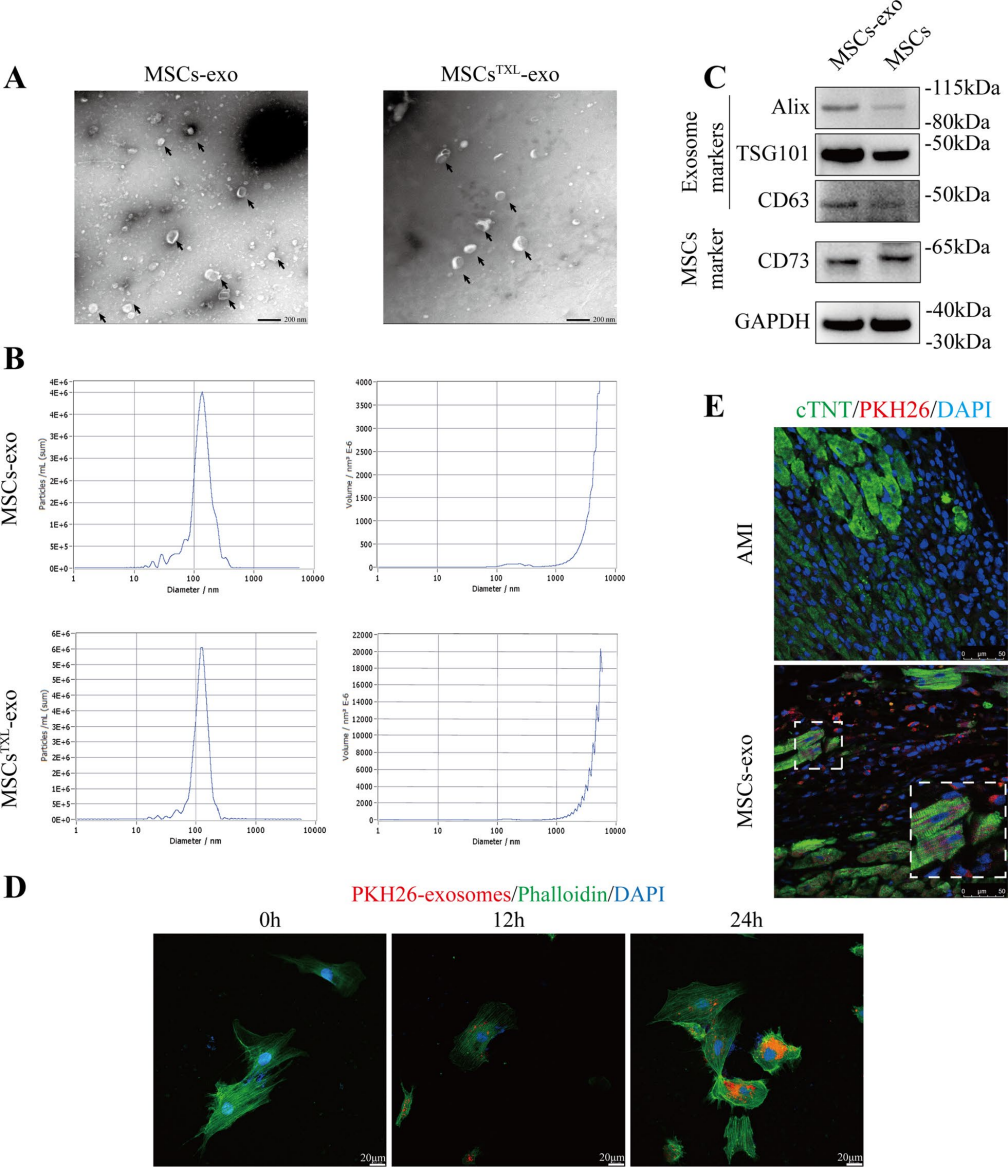
Characterization of exosomes derived from MSCs. **A** MSCs-exo and MSCs^TXL^-exo were assessed by TEM and exhibited cup-shaped morphology. Scale bar = 200 μm. **B** NTA was performed to characterize the particle size and concentration. **C** Representative western blotting images of exosomal protein markers and MSCs markers. **D** Representative confocal images indicated that PKH26 labeled exosomes were taken up by H9C2 cells after 12 or 24 h of incubation. Scale bar = 20 μm. **E** PKH26-labeled MSCs-exo could be taken up by cardiomyocytes in infarcted hearts on Day 3 post-AMI. Scale bar = 50 μm

In vitro, to evaluate the protective effects of exosomes, H9C2 cells were pretreated with different concentrations of MSCs-exo for 24 h and then subjected to H/SD. Treatment with exosomes at a concentration of 10–20 μg/mL resulted in a dose-dependent decrease in apoptosis compared to H/SD group, with no significant difference among the 10, 15 and 20 μg/mL groups (Fig. 4A, B). Thus, we chose a concentration of 10 μg/mL for the following in vitro assays. When the same concentration (10 μg/mL) of MSCs-exo and MSCs^TXL^-exo was applied to H9C2 cells, the apoptotic ratio significantly dropped in both the MSCs-exo and MSCs^TXL^-exo treated group compared to the H/SD group (33.34 ± 6.07% and 25.22 ± 3.35% vs. 43.78 ± 4.70%, *p* < 0.01 and *p* < 0.0001, respectively), with a significantly more decrease in the latter group than the former one (*p* < 0.05) (Fig. 4C, D, Additional file 1: Table S4). Further western blot analysis validated that MSCs^TXL^-exo were superior to MSCs-exo in decreasing the level of cleaved-Caspase 3 (Fig. 4E–G, Additional file 1: Table S4). These results demonstrated the superior protective effects of MSCs^TXL^-exo compared to MSCs-exo in protecting H9C2 cells against hypoxia-induced apoptosis.

**Fig. 4:**
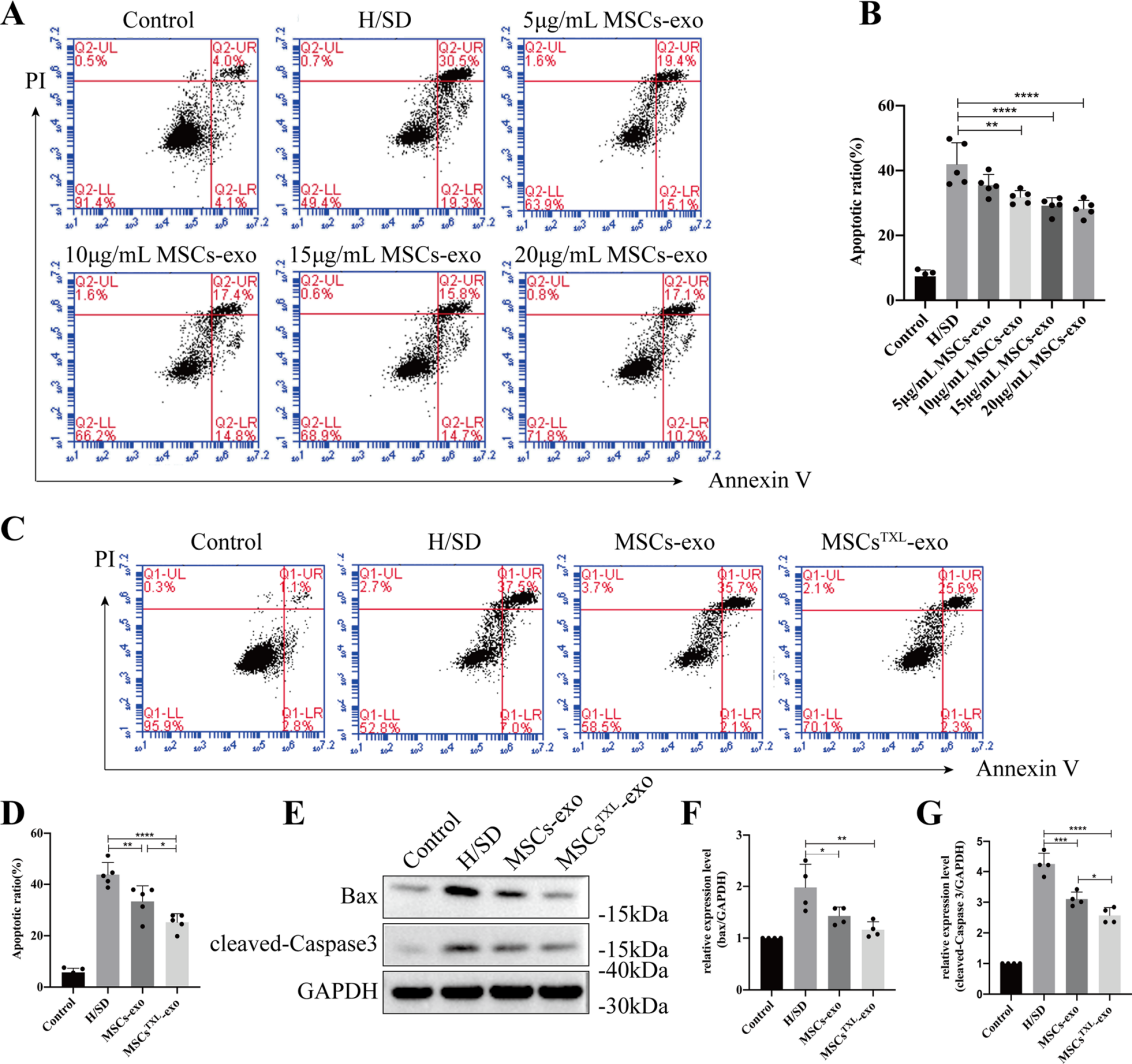
Exosomes derived from MSCs^TXL^ protected H9C2 cells against apoptosis. Representative images of the flow cytometry assay (**A**) and quantification (**B**) of apoptosis of H9C2 cells after pretreatment with different concentrations of MSCs-exo (*n* = 5). Representative images of flow cytometry (**C**) and quantification (**D**) of apoptosis of H9C2 cells pretreated with 10 μg/mL MSCs-exo or MSCs^TXL^-exo under H/SD conditions (*n* = 5). Representative images of western blotting (**E**) and quantification of Bax (**F**) and cleaved-Caspase 3 (**G**) levels after exosome pretreatment (*n* = 4). Data were analyzed with one-way ANOVA followed by Tukey’s test and are presented as the mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

### MSCs^TXL^-exo demonstrated better functional recovery by reducing apoptosis and suppressing inflammation

We further compared the therapeutic efficacy between MSCs^TXL^-exo and MSCs-exo in vivo. Consistent with previous results of animals receiving MSCs and MSCs^TXL^, the MSCs^TXL^-exo group exhibited significantly fewer apoptotic cardiomyocytes (cTNT^+^TUNEL^+^), lower levels of pro-apoptotic Bax and cleaved-Caspase 3 and inflammatory cytokines, as well as a higher LVEF and smaller infarct size (Fig. 5A–K, Additional file 1: Table S5) when compared to the MSCs-exo group. The MSCs^TXL^-exo group also showed a trend of collagen area reduction and angiogenesis promotion over the MSCs-exo group, although the difference was not significant (Fig. 5L–Q, Additional file 1: Table S5). These results indicated that MSCs^TXL^-exo had superior cardioprotective effects than MSCs-exo in vivo, especially in reducing apoptosis and suppressing inflammation.

**Fig. 5:**
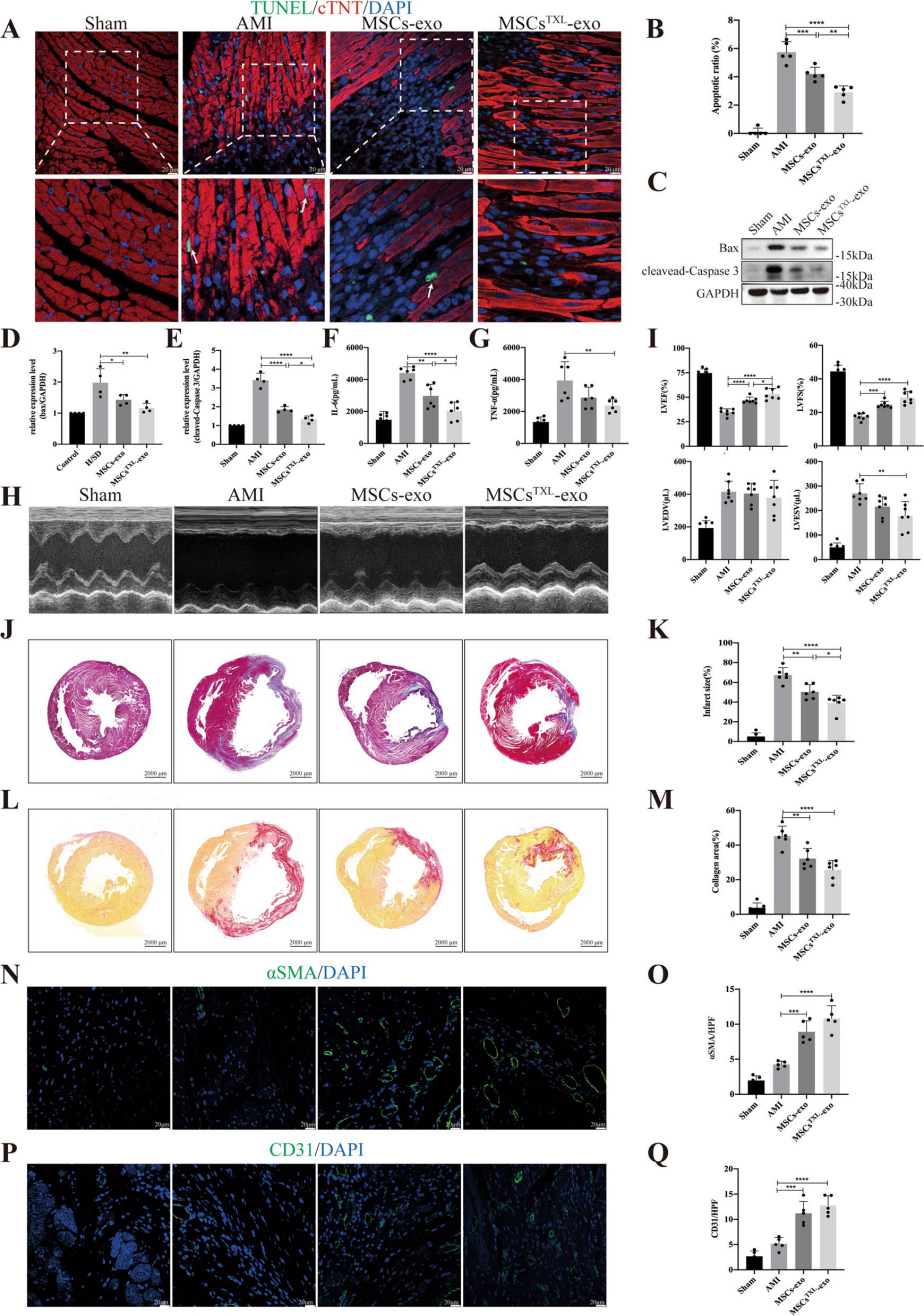
MSCs^TXL^-exo exhibited better therapeutic efficacy in decreasing apoptotic cardiomyocytes, limiting inflammation, improving cardiac function, reducing infarct size, and cardiac fibrosis and promoting angiogenesis. Representative TUNEL staining images (**A**) and quantification of cTNT^+^TUNEL^+^ cardiomyocytes (**B**) (4 random fields per animal; *n* = 5) at 3 days post AMI. The regions boxed with white dashed lines are enlarged in the lower panel. The cardiomyocytes were stained with cTNT (red), and nuclei were stained blue. Scale bar = 20 μm. (**C**) Representative western blotting images of Bax, cleaved-Caspase 3 and GAPDH, and the Bax (**D**) and cleaved-Caspase 3 level (**E**) (*n* = 4). (**F**) and (**G**) Quantification of IL-6 and TNF-α levels in the infarct border zone at 3 days post-AMI (*n* = 6). Representative images of echocardiograms (**H**) and quantitative analysis (**I**) of LVEF, LVFS, LVEDV, and LVESV at 28 days post-AMI (*n* = 7–8 for each group). Representative images (**J**) and quantitative analysis (**K**) of Masson’s trichrome staining at 4 weeks post-AMI. Scale bar = 2000 μm (*n* = 6). Representative images of Sirius red staining (**L**) and quantification (**M**) for collagen area. Scale bar = 2000 μm (*n* = 6). Representative images of αSMA positively stained arterioles (**N**) or CD31 positively stained capillaries (**P**) at the border zone and the corresponding quantitative data (**O**) or (**Q**) (*n* = 5). Scale bar = 20 μm. Data were analyzed with one-way ANOVA followed by Tukey’s test and are shown as the mean ± SD. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

### ***miR-146a-5p*** was the candidate effector of MSCs^TXL^-exo in mediating cardioprotective effects

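A few miRNAs made up most of the miRNA carried by the exosomes. The 10 most abundant held 69.3% of the scaled counts over both groups, led by miR-125b-5p with 17.5%, miR-199a-3p with 7.52% and miR-16-5p with 6.9%. The let-7 family members let-7c-5p, let-7f-5p, let-7b-5p, let-7i-5p and let-7a-5p held 6.65%, 6.17%, 5.47%, 4.67% and 3.71%. miR-143-3p and miR-21-5p, both abundant in mesenchymal cells, held 6.08% and 4.55%. Exosomal RNA of rat bone marrow MSCs at passages 3 to 4 was sequenced in 3 libraries of MSCs-exo and 3 libraries of MSCs TXL-exo. The MSCs of MSCs TXL-exo had been pretreated with 400 μg/mL TXL, a Chinese medicine compound, for 24 h. The exosomes came from medium conditioned for 48 h. The library kit tags each RNA molecule with a unique molecular identifier (UMI), so that copies made by PCR are counted once. The authors trimmed the reads with cutadapt 2.7 and aligned them with Bowtie 1.2.2, and deposited the UMI counts of 749 mature miRNAs per library. The columns of the count table carry the numbers 10, 12 and 13 in both groups, by which the libraries are named here. Neither the paper's text nor the sample labels say what the numbers mark or which replicate they belong to. The MSCs-exo libraries 10, 12 and 13 held 453812, 690263 and 1000585 UMIs (median 690263), and the MSCs TXL-exo libraries 10, 12 and 13 held 382665, 794393 and 1792805 (median 794393). Levels are given as CPM, the counts divided by the library total as scaled by the trimmed mean of M values (TMM) of edgeR. Between 657 and 720 miRNAs were detected per library, and a count of 0 allows a level of up to 1.95 to 7.50 CPM (3 UMIs), for counting error only. The 392 miRNAs that passed edgeR's filter on low counts were compared between the groups by its quasi-likelihood test. The first principal component of the scaled counts held 54.3% of the variance and placed the libraries at 14.8 (10), 3.64 (12) and -9.71 (13) in MSCs-exo and at 1.85 (10), 3.94 (12) and -14.5 (13) in MSCs TXL-exo. The second held 19.4% and set MSCs TXL-exo library 12, at -12.6, apart from the other 5 libraries, at 0.366 to 4.48. The paper's text does not say whether the libraries of a group came from separate cultures, so the p-values measure only the spread between these samples.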

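Past a 2-fold change and an unadjusted p under 0.05, 14 of the 392 miRNAs tested differed between MSCs TXL-exo and MSCs-exo (n = 3 per group), 7 higher and 7 lower in MSCs TXL-exo. The higher ones were miR-331-3p (log2 fold change 2.24), miR-146a-5p, miR-759 (1.74), miR-423-5p (1.30), miR-125a-3p (1.00), miR-3585-3p (4.29) and miR-370-5p (3.54). The lower ones were miR-30c-1-3p (-1.44), miR-148b-3p (-1.60), miR-128-2-5p (-1.68), miR-3084a-3p (-1.41), miR-412-3p (-1.23), miR-3068-3p (-1.74) and miR-433-5p (-1.33). miR-331-3p went from 17.8 ± 6.38 CPM (SD, n = 3) in MSCs-exo to 83.9 ± 40.1 CPM (SD, n = 3) in MSCs TXL-exo, with a standard error of 0.56 on its log2 fold change. miR-30c-1-3p, the less abundant arm of a miR-30 family hairpin, had 25.5 ± 8.06 CPM (SD, n = 3) in MSCs-exo and 9.43 ± 2.07 CPM (SD, n = 3) in MSCs TXL-exo, with a standard error of 0.44. Both rest on few UMIs. miR-331-3p had 13, 10 and 13 in MSCs-exo libraries 10, 12 and 13 and 42, 88 and 58 in the MSCs TXL-exo libraries. miR-30c-1-3p had 18, 15 and 19 in MSCs-exo and 4, 9 and 11 in MSCs TXL-exo. These 2 miRNAs stayed past both thresholds whichever 1 of the 6 libraries was left out, whereas each of the other 12 lost its call without at least 1 library. Without MSCs-exo library 10, 6 of the 7 lower miRNAs lost it: miR-148b-3p (-0.90), miR-128-2-5p (-1.01), miR-3084a-3p (-1.22), miR-412-3p (-1.03), miR-3068-3p (-1.02) and miR-433-5p (-0.80). Without MSCs-exo library 12, 6 of the 7 higher miRNAs lost it, among them miR-759 (1.52), miR-423-5p (1.24), miR-3585-3p (4.11) and miR-370-5p (3.63). All 3 values of one group lay above all 3 of the other for 29 of the 392 miRNAs (16 higher and 13 lower in MSCs TXL-exo), or 7.4%, where chance gives 10%. Besides miRNAs named above, these included let-7d-3p (0.72) and miR-505-5p (0.84) among the higher ones and miR-409a-3p (-0.87) among the lower ones. After Benjamini-Hochberg adjustment, edgeR's quasi-likelihood test left 0 miRNAs at an adjusted p under 0.05 (smallest adjusted p = 0.972). DESeq2 and limma-voom also left 0, and 14 miRNAs had an unadjusted p under 0.05, where chance would give 19.6 of 392. The count of 14 became 6 without MSCs-exo library 10, 6 without MSCs-exo library 12, 38 without MSCs-exo library 13 and 25 without MSCs TXL-exo library 13. With the library number as a replicate block, a design taken up after the column names were seen, 29 miRNAs passed both thresholds (6 higher and 23 lower), of which 11 were among the 14. With it, 42 had an unadjusted p under 0.05, and 1, miR-146a-5p, had an adjusted p under 0.05. That last count varied between blocked settings and was 14 with DESeq2. Over 11 blocked settings miR-146a-5p had an adjusted p under 0.05 in 10, and no other miRNA had one in more than 4.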

Since exosomal miRNAs are vital in intercellular communication, we sought to investigate the miRNA expression profiles between MSCs^TXL^-exo and MSCs-exo to further elucidate the mechanism. miRNA sequencing analysis demonstrated 43 differentially expressed miRNAs, with a twofold change and *p* < 0.05 threshold cutoff (Fig. 6A, B). Among the differentially expressed miRNAs, 18 miRNAs were upregulated in MSCs^TXL^-exo. 

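The 18 miRNAs drawn as upregulated in Fig. 6A, whose direction was therefore known before the counts were read, all had a higher mean in MSCs TXL-exo, and for 15 of them the highest level was in MSCs TXL-exo library 12. For 12 of the 18 that library lay over 2-fold above every other library. miR-10a-3p, for example, had 156 CPM in MSCs TXL-exo library 12 against 12.5 and 12.3 CPM in MSCs TXL-exo libraries 10 and 13 and 9.67 to 9.86 CPM in MSCs-exo. miR-295-5p, of a cluster known from embryonic stem cells, had 108 CPM there against 2.50 and 3.89 CPM in the other MSCs TXL-exo libraries. miR-331-3p was higher in every MSCs TXL-exo library, with 105, 109 and 37.6 CPM against 14.1 to 25.1 CPM in MSCs-exo. miR-378a-5p, with 30 (library 10), 18.6 (12) and 13 CPM (13) in MSCs TXL-exo, also lay above its 7.58 to 8.45 CPM in MSCs-exo, but was below the filter on low counts. The filter kept 8 of the 18, and 6 of these passed both thresholds: miR-331-3p, miR-759, miR-423-5p, miR-146a-5p, miR-3585-3p and miR-370-5p. Only 4 did with the replicate block, while miR-3585-3p (blocked log2 fold change 2.48) and miR-370-5p (2.13) did not. Without MSCs TXL-exo library 12, the log2 fold changes of miR-3585-3p, miR-370-5p and miR-423-5p were 0.67, 0.16 and 0.67, and none of the 3 stayed past the thresholds. miR-331-3p had 1.97 and miR-759 had 1.51 there, and both stayed past them. miR-1912-3p had under 20 UMIs over all 6 libraries.

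**Figure D1:**
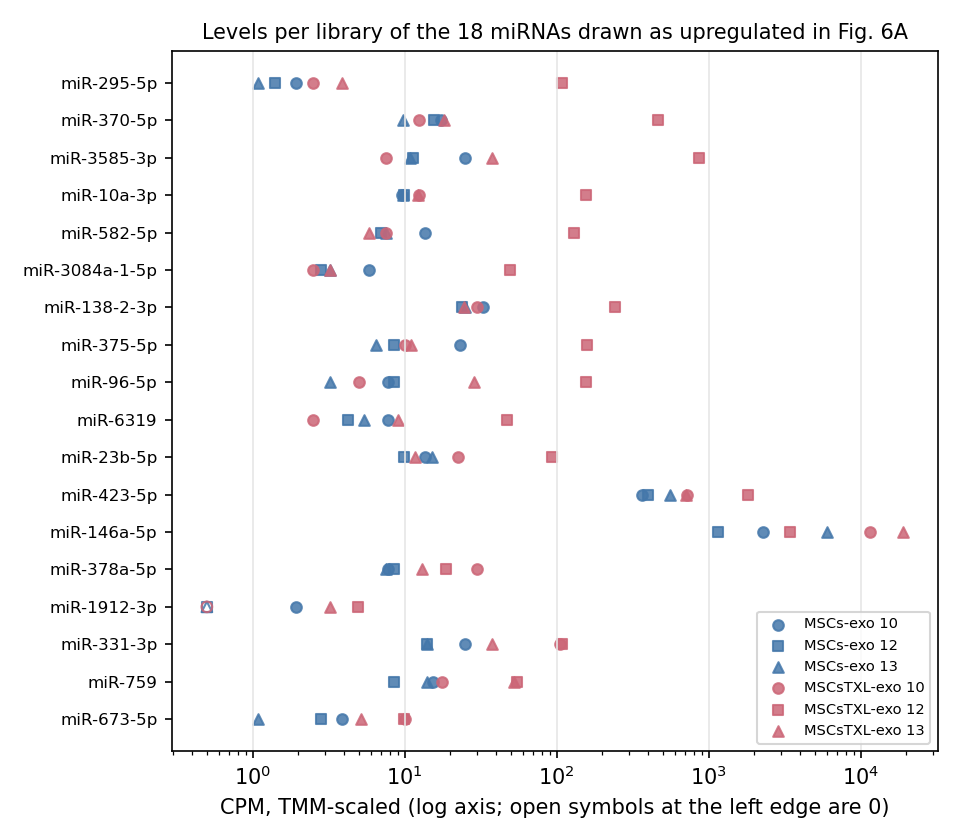
Levels of the 18 miRNAs drawn as upregulated in Fig. 6A, in TMM-scaled CPM on a log axis, with 1 point per exosome library (blue for MSCs-exo, red for MSCs TXL-exo, the symbol for the library number) and open symbols at the left edge for 0. MSCs TXL-exo library 12 (red squares) holds the highest point for 15 of the 18.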

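Of the miRNAs of inflammation modulation and cardiac repair named for Fig. 6C, miR-146a-5p and miR-125a-3p were higher in MSCs TXL-exo past the 2-fold and unadjusted p thresholds, and 0 were lower past them. miR-146a-5p, which restrains Toll-like receptor and interleukin-1 receptor signaling by targeting IRAK1, had 3156 ± 2546 CPM (SD, n = 3) in MSCs-exo and 11333 ± 7744 CPM (SD, n = 3) in MSCs TXL-exo. This is a 3.59-fold difference (log2 fold change 1.84, standard error 0.74), with a Benjamini-Hochberg adjusted p = 0.972 from edgeR's quasi-likelihood test. In each library number MSCs TXL-exo had more of it, 5.07-fold for number 10 (11619 against 2291 CPM), 2.99-fold for 12 (3450 against 1155 CPM) and 3.14-fold for 13 (18930 against 6022 CPM). As its level also differed between the numbers, the groups overlapped (exact two-sided permutation test, p = 0.2, where 3 libraries against 3 cannot go under 0.1). miR-125a-3p had 59.8 ± 3.43 CPM (SD, n = 3) in MSCs-exo and 120.2 ± 41.9 CPM (SD, n = 3) in MSCs TXL-exo. Its sister arm miR-125a-5p had a log2 fold change of 0.25 (standard error 0.25). Of the inflammation miRNAs, 13 mature arms were tested, 5 with a positive and 8 with a negative log2 fold change (median -0.16). Of these, miR-21-5p had -0.21, miR-126a-3p -0.16, miR-24-3p 0.20 and miR-210-3p 0.34. Of the cardiac repair miRNAs, 12 mature arms were tested, 7 positive and 5 negative (median 0.10). Of these, miR-155-5p had 0.04 and miR-27a-3p -0.26. miR-223-3p, a myeloid miRNA, had -0.81, with 87.1 ± 5.81 CPM (SD, n = 3) in MSCs-exo and 49.2 ± 12.8 CPM (SD, n = 3) in MSCs TXL-exo. Of 12 tested arms of miRNAs known to be induced through NF-κB, a list that also holds miR-146a, 6 were positive and 6 negative (median 0.02). Neither list of the paper had a member at an adjusted p under 0.05 from edgeR without the block, over all miRNAs or adjusted over the list alone. With the replicate block, 1 member of each, miR-146a-5p, had one, over all miRNAs and adjusted over the list alone. As sets, the inflammation, cardiac repair and NF-κB lists had adjusted p = 0.873, 0.631 and 0.664 from limma's camera. The replicate block pairs libraries by their number, although neither the paper's text nor the sample labels say what the number marks. It was chosen after the column names were seen. With this block, miR-146a-5p rose by 1.86 on the log2 scale (standard error 0.21), with a Benjamini-Hochberg adjusted p = 0.0235 from edgeR's quasi-likelihood test. Over other settings of the blocked edgeR, DESeq2 and limma comparisons its adjusted p was 7.02e-08 to 0.125. The lowest came with both libraries numbered 12 left out and the highest with both numbered 13 left out, each a fit of fewer libraries. With all libraries kept, its adjusted p ran from 8.75e-07 from DESeq2 to 0.0352 from edgeR with at least 10 counts in every library. Without the block, miR-146a-5p was no longer past the thresholds when MSCs-exo library 10 (log2 fold change 1.61), MSCs-exo library 12 (1.44), MSCs TXL-exo library 10 (1.83) or MSCs TXL-exo library 13 (1.24) was left out. It stayed past them without MSCs-exo library 13 (2.71) or MSCs TXL-exo library 12 (2.25). miR-125a-3p stayed past them only without MSCs TXL-exo library 13 (1.15), and had 0.67 without MSCs TXL-exo library 12 and 0.93 to 1.07 without each of the others.

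**Figure D2:**
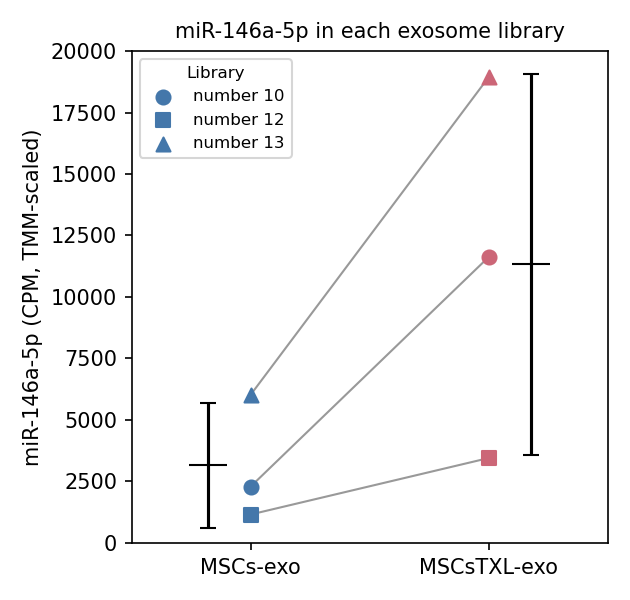
miR-146a-5p in TMM-scaled CPM in each library of MSCs-exo and MSCs TXL-exo. Lines join libraries with the same number, and the black bars give the mean ± SD of each group (n = 3). MSCs TXL-exo lies above MSCs-exo on all 3 lines, while MSCs-exo library 13 (6022) lies above MSCs TXL-exo library 12 (3450).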

Based on the superior effects of MSCs^TXL^-exo in inflammation modulation and cardiac repair, we searched for widely reported miRNAs involved in either inflammation modulation (*miR-214*, *miR-126*, *miR-221*, *miR-210*, *miR-132*, *miR-146a*, *miR-24* and *miR-21*) or cardiac repair (*miR-27a*, *miR-125*, *miR-155*, *miR-124*, *miR-223*, *miR-146a*, *miR-21* and *miR-24*). *miR-146a* stood out as a candidate effector, which is enriched in MSCs^TXL^-exo and probably responsible for reducing apoptosis and suppressing inflammation after AMI, as shown in Fig. 6C. To validate the miRNA-profile results, we tested the levels of *miR-146a-5p* in MSCs-exo and MSCs^TXL^-exo. Compared to MSCs-exo, TXL pretreatment significantly upregulated the level of *miR-146a-5p* in MSCs^TXL^-exo (> tenfold, *p* < 0.0001) (Fig. 6D). In addition, TXL pretreatment also increased *miR-146a-5p* levels in MSCs^TXL^ compared to MSCs (*p* < 0.01) (Fig. 6E).

**Fig. 6:**
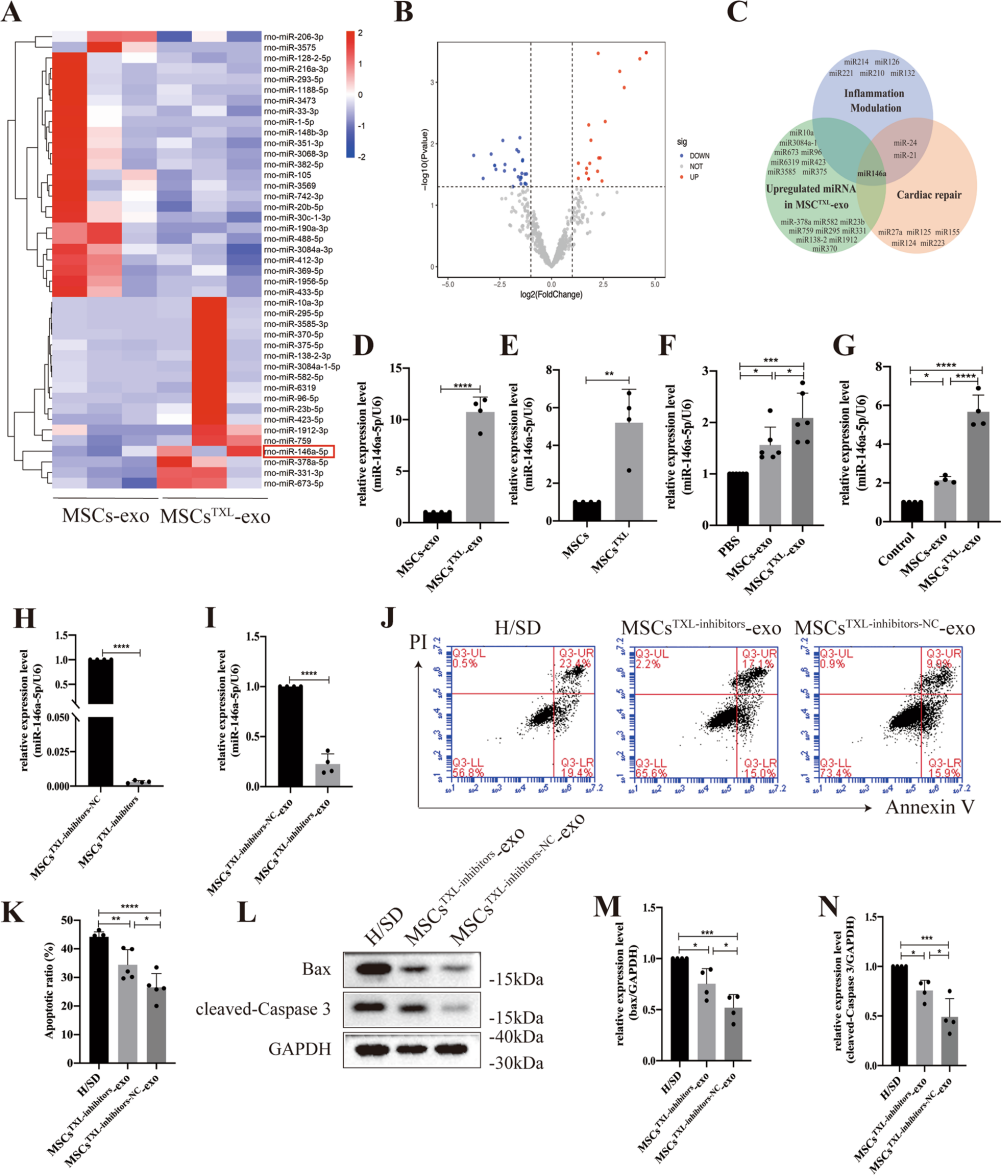
Significant differences in the miRNA expression profile between MSCs-exo and MSCs^TXL^-exo. **A** Heatmap of upregulated and downregulated miRNAs in MSCs^TXL^-exo compared to MSCs-exo (*n* = 3). **B** Volcano plot showing the significantly differentially expressed miRNAs (twofold change and *p* < 0.05 as the threshold) in MSCs^TXL^-exo compared to MSCs-exo. **C** The overlap of upregulated miRNAs in MSCs^TXL^-exo according to miRNA sequencing analysis and the main reported miRNAs participating in inflammation modulation and cardiac repair. *miR-146a-5p* stood out as the candidate effector. qRT-PCR validation of *miR-146a-5p* levels in exosomes (**D**) (*n* = 4) and MSCs (E) (*n* = 4). **F** *miR-146a-5p* levels in the infarct border zone of PBS, MSCs-exo or MSCs^TXL^-exo-treated rat hearts (*n* = 6). **G** *miR-146a-5p* levels in H9C2 cells that were cocultured with PBS, MSCs-exo or MSCs^TXL^-exo for 24 h (*n* = 4). *miR-146a-5p* levels in MSCs^TXL^ (**H**) or exosomes (**I**) derived from MSCs^TXL^ treated with *miR-146a-5p* inhibitors or its negative control (NC) (*n* = 4). **J** Representative images of the flow cytometry assay and quantification (**K**) of apoptosis after treatment with MSCs^TXL-inhibitors^-exo or MSCs^TXL-inhibitors-NC^-exo (*n* = 5). Western blotting images (**L**) and quantification of Bax (**M**) and cleaved-Caspase 3 (**N**) levels in H9C2 cells after treatment with MSCs^TXL-inhibitors^-exo or MSCs^TXL-inhibitors-NC^-exo (*n* = 4). All data are expressed as the mean ± SD and were analyzed with Student’s t test or one-way ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

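The 25 miRNAs drawn as downregulated in Fig. 6A all had a lower mean in MSCs TXL-exo, and 21 of them had their highest level in MSCs-exo library 10, 12 of these over 2-fold above every other library. miR-1188-5p had 37419, 6091 and 2272 CPM in MSCs-exo libraries 10, 12 and 13 and 7249, 2575 and 2624 CPM in the MSCs TXL-exo libraries. miR-148b-3p had 32627, 15761 and 6322 CPM in MSCs-exo and 4935, 7544 and 5554 CPM in MSCs TXL-exo. miR-412-3p, with 1985, 1840 and 802 CPM in MSCs-exo and 899.5, 741 and 338 CPM in MSCs TXL-exo, was spread more evenly. The filter on low counts kept 17 of the 25, of which 7 passed both thresholds. In the comparison with the replicate block, 16 of the 17 passed them, all but miR-742-3p, among them miR-1956-5p (blocked log2 fold change -1.95) and miR-369-5p (-1.41). This is no separate support, since Fig. 6A shows miRNAs picked as different in the same libraries and the block was chosen afterwards. miR-3575 and miR-1-5p had 0 UMIs in all MSCs TXL-exo libraries and at most 3 UMIs in any MSCs-exo library, too few to give a fold. Among miRNA families and clusters listed before the data were examined, the let-7 family, whose members restrain cell proliferation and the pluripotent state, had 11 of 16 tested arms with a positive log2 fold change (median 0.27). let-7b-5p had 47933 ± 8341 CPM (SD, n = 3) in MSCs-exo and 62195 ± 3070 CPM (SD, n = 3) in MSCs TXL-exo. let-7b-5p (log2 fold change 0.38), let-7c-5p (0.33) and let-7e-5p (0.35) had every MSCs TXL-exo library above every MSCs-exo library, as had let-7c-1-3p in the other direction (-0.88). With library totals in place of TMM, 10 of the 16 were positive. The imprinted Dlk1-Dio3 cluster on chromosome 6, a large group of miRNAs expressed from the maternal allele, was listed by name, and the list had 27 of 39 tested arms with a negative log2 fold change (median -0.38), 2 lower past both thresholds, miR-412-3p and miR-433-5p, and 1 higher, miR-370-5p. The listed members summed to 18224, 11601 and 7104 CPM in MSCs-exo libraries 10, 12 and 13 and to 11187, 9917 and 4841 CPM in the MSCs TXL-exo libraries. The list lacks 3 tested arms that the table places between its outermost members: miR-1188-5p (log2 fold change -1.88), miR-337-3p (-0.29) and miR-3543 (-1.10). With every miRNA of that interval, a set chosen after the data were seen, 30 of 42 tested arms were negative (median -0.39), and the sums were 56925, 17992 and 9601 CPM in MSCs-exo and 18818, 12935 and 7569 CPM in MSCs TXL-exo. Neither the let-7 nor the Dlk1-Dio3 list passed limma's camera, at adjusted p = 0.201 for both (adjusted p = 0.902 for both with an estimated correlation) over the 14 lists tested. The Dlk1-Dio3 list passed it without MSCs-exo library 13 (adjusted p = 0.0379 from limma's camera, and adjusted p = 0.876 with an estimated correlation) or without MSCs TXL-exo library 12 (adjusted p = 0.0109 from limma's camera, and adjusted p = 0.705 with an estimated correlation). No member of either list had an adjusted p under 0.05 from edgeR over all miRNAs or adjusted over the list alone. With the replicate block, 1 of the Dlk1-Dio3 list did when adjusted over the list alone. The set by position had adjusted p = 0.136 from limma's camera, and 0.0372 with the replicate block (adjusted p = 0.902 and 0.814 with an estimated correlation).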

To explore the relationship between *miR-146a-5p* and the cardioprotective effects of TXL pretreatment, we measured the *miR-146a-5p* levels in the infarct border zone of rat hearts 4 weeks post-AMI. qPCR analysis confirmed the significantly higher level of *miR-146a-5p* in the MSCs^TXL^-exo group than in the MSCs-exo and PBS group (*p* < 0.05–0.001) (Fig. 6F). Similarly, in an in vitro experiment, after coculture with MSCs-exo or MSCs^TXL^-exo for 24 h, H9C2 cells exhibited significantly increased levels of *miR-146a-5p* (*p* < 0.05–0.0001) with a much higher level in MSCs^TXL^-exo than in MSCs-exo (*p* < 0.0001) (Fig. 6G). To validate the vital role of *miR-146a-5p* in the cardioprotective effects of MSCs^TXL^-exo, *miR-146a-5p* loss-of-function studies were performed in MSCs^TXL^. MSCs^TXL^ were transfected with *miR-146a-5p* inhibitors (MSCs^TXL-inhibitors^) or its negative control (MSCs^TXL-inhibitors-NC^), and exosomes were then isolated from the conditioned medium. The efficiency of *miR-146a-5p* knockdown in both MSCs^TXL^ and its derived exosomes was quantified (Fig. 6H-I). Flow cytometry analysis showed that *miR-146a-5p* inhibition significantly increased MSCs^TXL^-exo-medicated apoptosis than inhibitors-NC (34.44 ± 5.25% vs. 26.54 ± 4.80%, *p* < 0.05) (Fig. 6J, K, Additional file 1: Table S7). Western blot analysis also showed significantly increased expression of both pro-apoptotic Bax and cleaved-caspase 3 in H9C2 cells treated with MSCs^TXL-inhibitors^-exo compared to MSCs^TXL-inhibitors-NC^-exo (both *p* < 0.05) (Fig. 6L–N, Additional file 1: Table S7), indicating the vital role of *miR-146a-5p* in mediating the cardioprotective effects of TXL pretreatment.

Therefore, the above results demonstrated that TXL pretreatment enhanced the therapeutic efficacy of MSCs by upregulating exosomal *miR-146a-5p* levels.

### *miR-146a-5p* protected H9C2 cells from apoptosis by targeting IRAK1 and inhibiting the nuclear translocation of the NF-κB p65 subunit

The level of *miR-146a-5p* was examined in H9C2 cells after H/SD. The results showed that *miR-146a-5p* was significantly decreased under hypoxic injury (Fig. 7A), suggesting a possible connection between the reduction in *miR-146a-5p* and apoptosis of H9C2 cells under H/SD conditions. To further validate the protective role of *miR-146a-5p*, we directly tested the effects of *miR-146a-5p* mimics, inhibitors or respective NCs in H9C2 cells under H/SD conditions. *miR-146a-5p* mimics or inhibitors were confirmed to significantly increase or decrease *miR-146a-5p* levels in H9C2 cells, respectively (both *p* < 0.001) (Fig. 7B, C). Under H/SD condition, flow cytometry analysis demonstrated that *miR-146a-5p* mimics significantly reduced the cell apoptosis compared to mimics NC (20.22 ± 4.51% vs. 31.22 ± 3.35%, *p* < 0.01), whereas the inhibitors increased that compared to inhibitors-NC (45.44 ± 5.28% vs. 35.02 ± 6.22%, *p* < 0.05) (Fig. 7D, E), confirming the protective effects of *miR-146a-5p* on H9C2 cells under H/SD conditions.

**Fig. 7:**
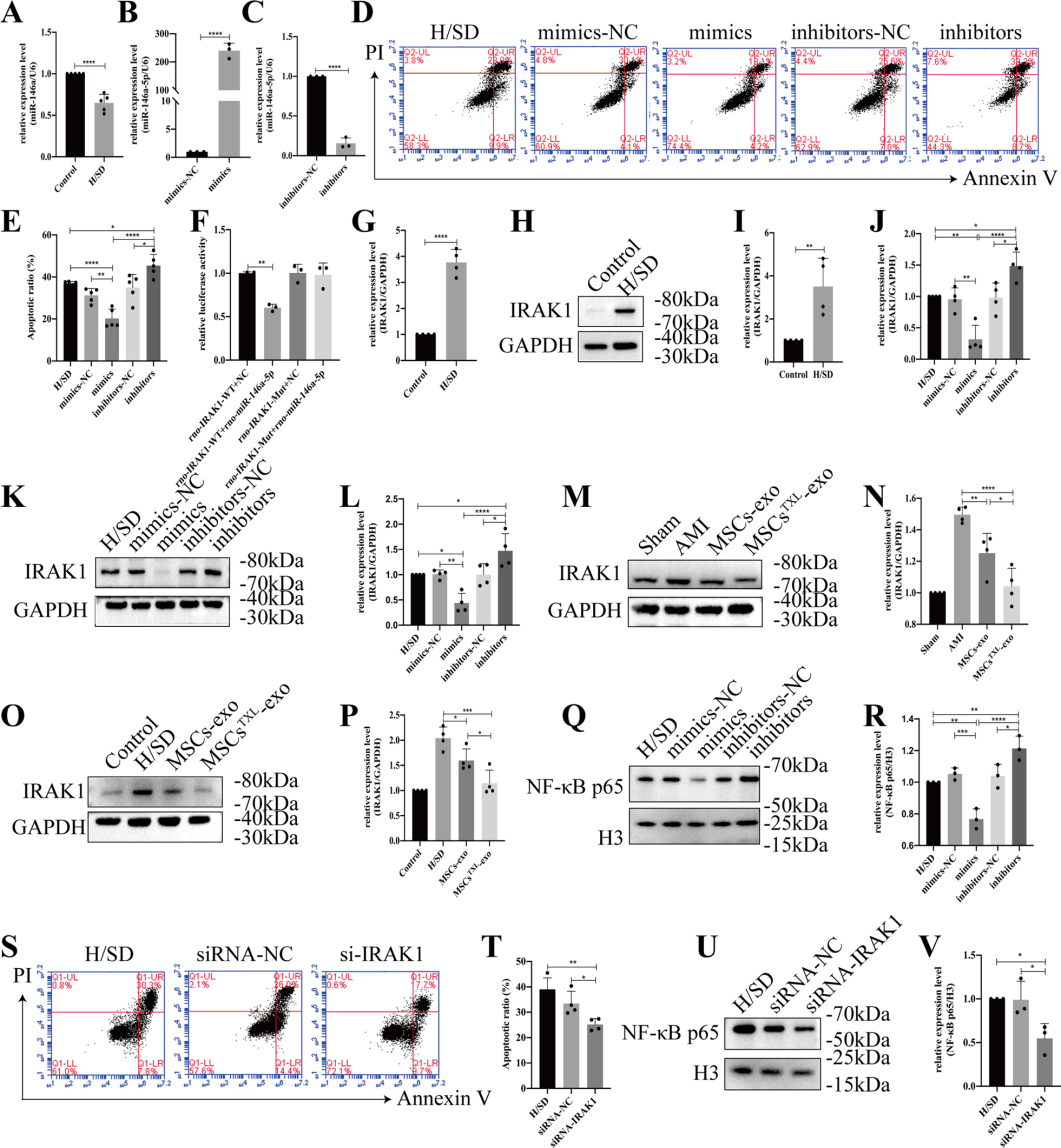
*miR-146a-5p* protected H9C2 cells from hypoxia injury by downregulating IRAK1 and inhibiting the nuclear translocation of the NF-κB p65 subunit. **A** The *miR-146a-5p* level of H9C2 cells was significantly reduced under H/SD conditions (*n* = 5). *miR-146a-5p* mimics significantly increased (**B**) or *miR-146a-5p* inhibitors significantly decreased (**C**) *miR-146a-5p* levels in H9C2 cells (*n* = 3). Representative images of the flow cytometry assay (**D**) and quantification (**E**) of apoptotic H9C2 cells transfected with *miR-146a-5p* mimics, inhibitors or the corresponding negative control (*n* = 5). **F** Luciferase activity assay of *miR-146a-5p* mimics-treated HEK293T cells, which overexpressed either IRAK1-wild-type or IRAK1-mutant. Under H/SD conditions, both the mRNA (**G**, *n* = 4) and protein levels of IRAK1 (**H-I**, *n* = 4) were obviously reduced. **J** The mRNA level of *Irak1* in H9C2 cells transfected with *miR-146a-5p* mimics, inhibitors or NC (*n* = 4). Representative western blotting images (**K**) and quantification (**L**) of the relative level of IRAK1 (*n* = 4). Western blotting images (**M** or **O**) and quantification (**N** or **P**) of the relative level of IRAK1 in MSCs^TXL^ treatment in vivo or in vitro. Representative images (**Q**) and quantification (**R**) of the relative level of NF-κB p65 (*n* = 3). Representative images of flow cytometry (**S**) and quantification (**T**) of apoptotic H9C2 cells transfected with IRAK1 siRNA or its NC (*n* = 4). Representative western blotting images (**U**) and quantification (**V**) of nuclear NF-κB p65 levels in H9C2 cells transfected with IRAK1 siRNA or its NC (*n* = 3). All data are presented as the mean ± SD. Statistical analysis was performed with one-way ANOVA or student’s t test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

Based on the prediction results of TargetScan*, Irak1* ranked highest among the predicted targets of *miR-146a-5p*, with two predicted target sites for *miR-146a-5p* in the 3′-untranslated region (3′-UTR) of the transcript of *Irak1* (Additional file 1: Table S6). To further confirm whether *miR-146a-5p* directly binds to the 3′-UTR of *Irak1*, we cloned the wild-type and mutant 3′-UTR of *Irak1* downstream of a firefly luciferase cassette in a luciferase reporter vector (Additional file 1: Fig. S3). As expected, *miR-146a-5p* mimics exclusively inhibited the luciferase activity of wild-type, suggesting that *miR-146a-5p* bound the *Irak1* mRNA 3′-UTR and thereby inhibited *Irak1* (Fig. 7F). Under H/SD conditions, both the mRNA and protein levels of IRAK1 in H9C2 cells were obviously increased (Fig. 7G-I). After transfection with *miR-146a-5p* mimics, inhibitors or the corresponding NCs, qPCR analysis indicated that *miR-146a-5p* mimics resulted in a significant decrease in *Irak1* mRNA levels (*p* < 0.01), while *miR-146a-5p* inhibitors resulted in a notably higher level (*p* < 0.05) (Fig. 7J). Western blot analysis further demonstrated that transfection with *miR-146a-5p* mimics resulted in a significant decrease in IRAK1 protein levels (*p* < 0.01) and inhibitors resulted in a significant increase in IRAK1 protein levels (*p* < 0.05) (Fig. 7K, L). More significantly decreased level of IRAK1 was detected in MSCs^TXL^-exo than MSCs-exo group both in vivo and in vitro (both *p* < 0.05) (Fig. 7M–P). We further detected the expression levels of NF-κB p65 and found that *miR-146a-5p* mimics suppressed NF-κB p65 subunit nuclear translocation (*p* < 0.001 vs. mimics NC), whereas transfection with *miR-146a-5p* inhibitors indicated the opposite result (*p* < 0.05 vs. inhibitors-NC) (Fig. 7Q, R). These results suggested the vital role of *miR-146a-5p* in inhibiting IRAK1 and NF-κB p65 subunit nuclear translocation in hypoxia-induced injury.

To further validate whether IRAK1 could regulate the nuclear translocation of NF-κB p65, we knocked down *Irak1* in H9C2 cells with siRNA. The knockdown efficiency of *Irak1* siRNA was validated by qPCR and western blotting (Additional file 1: Fig. S4). We found that knockdown of *Irak1* significantly reduced H9C2 cell apoptosis under H/SD conditions (*p* < 0.05 vs. siRNA-NC) (Fig. 7S, T) and further inhibited the nuclear translocation of NF-κB p65 in H9C2 cells in response to H/SD injury (*p* < 0.05 vs. siRNA-NC) (Fig. 7U, V).

Taken together, these results indicated that *miR-146a-5p* could protect H9C2 cells against hypoxic injury by inhibiting the IRAK1/NF-κB p65 pathway.

## Discussion

Post-AMI, massive cardiomyocyte loss and an intense inflammatory response result in deteriorated cardiac function and worse clinical outcomes [3–5]. Preventing the loss of cardiomyocytes early and suppressing inflammation in a timely manner are effective strategies in AMI treatment [43–45]. MSCs therapies have been recognized as promising for cardiac repair of AMI due to anti-apoptotic and anti-inflammatory effects [29, 46, 47], though the clinical efficacy of BMCs, including MSCs, was quite weak for AMI patients in clinical trials [8–11]. Therefore, numerous strategies have been developed to improve MSCs-based cardiac repair, including harsh microenvironment improvement in the infarcted region to promote the survival of implanted MSCs [19–21] as well as MSCs modifications [12–17, 26–28]. Although genetically modified approaches are the most effective strategy for increasing the therapeutic efficacy of MSCs, these approaches are currently infeasible in clinical practice and even suffer from difficulty achieving clinical translation. Instead, MSCs pretreated with drugs seem to be a promising solution to enhance cardiac repair effects with the potential for clinical translation in AMI treatment [26–28, 37].

TXL capsules, a Chinese medicine for patients with coronary artery disease [48–50], were reported in our previous studies to have cardioprotective effects through anti-apoptotic and anti-inflammatory mechanisms [24, 51–53], and to directly protect MSCs from apoptosis under H/SD conditions [23]. Therefore, we explored the effects of MSCs^TXL^ in enhancing cardiac repair in AMI and the main findings were as follows: (1) MSCs^TXL^ indeed facilitated cardiac repair with superior anti-apoptotic and anti-inflammatory effects at an early stage of AMI and achieved better cardiac function recovery via exosome secretion; (2) *miR-146a-5p* was enriched in MSCs^TXL^-exo (tenfold higher than that in MSCs-exo), which played a critical role in the marked cardioprotective effects of MSCs^TXL^-exo; (3) The transfer of exosomal *miR-146a-5p* into cardiomyocytes where IRAK1/NF-κB p65 signaling pathway was inhibited was at least partially mediated the above superior protective effects of MSCs^TXL^.

Inflammation in response to myocardium necrosis after AMI is the physiological process of cardiac repair [4, 5]; however, prolonged or excessive inflammation might lead to catastrophic consequences, such as further loss of cardiomyocytes and then impairment of systolic function, ventricular remodeling, matrix degradation or even cardiac rupture [44]. Thus, proper and timely inhibition of inflammation is the target of treatment for AMI [45, 54]. MSCs are promising for cardiac repair in the treatment of AMI due to their anti-inflammatory, anti-apoptotic and low immunogenicity properties [55]. Using a rat model of AMI, we first reported that intramyocardial injection of MSCs^TXL^ demonstrated better effects on cardiac repair than MSCs in reducing cardiomyocyte apoptosis and inflammation accompanied by better cardiac function recovery and smaller infarct size. In addition, the cardiac repair effects of MSCs^TXL^ were also dependent on secreted exosomes.

The cardioprotective effects of MSCs are primarily mediated by paracrine actions [29] and the transfer of exosome/EVs packed with bioactive proteins, RNAs and lipids [30, 31]. Modified MSCs, such as hypoxia- [13, 41] and GATA-4-modified MSCs [56], facilitated therapeutic effects mainly via secreted exosomes. Therefore, we confirmed in vitro that MSCs^TXL^-exo were superior to MSCs-exo in preventing H9C2 cells from undergoing apoptosis under H/SD conditions and further found that MSCs^TXL^-exo also had better cardiac repair effects than MSCs-exo in reducing apoptosis, suppressing inflammatory cytokines, increasing cardiac function and decreasing infarct size in vivo. Exosomes, in contrast to their parent cells, possess the distinct features of immune tolerability and product stability while retaining bioactivity, thus having the advantages of clinically repeatable administration and presenting a safer and more feasible option for clinical use [57]. Even xenogeneic exosomes were reported to recapitulate the entire benefit profile of auto- or allogeneic cardiosphere-derived cells (CDCs) without apparent side-effects in a preclinical study [58]. Considering that exosomes might be a promising cell-free and safe biological product in clinical use, MSCs^TXL^-exo would have great potential for clinical translation in AMI treatment.

Bioactive miRNAs packed in exosomes play key roles in the treatment of myocardial infarction or injury [36], by participating in inflammation modulation, cardiac repair and cardiac fibrosis [31, 59]. Thus, we performed exosomal miRNA sequencing and found the enriched *miR-146a-5p* to be the candidate effector of the outstanding cardioprotective effects of MSCs^TXL^-exo. 

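By mean level over the 6 libraries, miR-146a-5p ranked 19 of the 392 tested miRNAs, and 5 by its log2 fold change among those higher in MSCs TXL-exo. It was counted 1185, 820 and 5563 times in MSCs-exo libraries 10, 12 and 13 and 4650, 2780 and 29177 times in the MSCs TXL-exo libraries, so that counting error is small beside the spread between libraries. Its passenger arm miR-146a-3p had at most 4 UMIs in any library and could not be tested. Its family member miR-146b-5p, which shares its seed sequence, had 1176 ± 177 CPM (SD, n = 3) in MSCs-exo and 1173 ± 188 CPM (SD, n = 3) in MSCs TXL-exo, a log2 fold change of -0.00 (standard error 0.28). The table places mature miR-146a-5p on the reverse strand of chromosome 10 from 28962533 to 28962554, without naming the genome build. In the GRCr8 annotation Mir146a overlaps a long noncoding RNA, LOC134480673, and lies between Atp10b and Pttg1. The mean of the 3 log2 differences within a library number was 1.86 ± 0.42 (SD, n = 3 numbers). From the overlap of the upregulated miRNAs with those reported in inflammation modulation and cardiac repair (Fig. 6C), the paper proposes miR-146a-5p as the candidate effector of MSCs TXL-exo.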

Increased level of *miR-146a-5p* has been confirmed to decrease ischemia-related injury in different organs including the myocardium, cerebrum, intestine and kidney [60–63]. As a highly enriched miRNA in both CDC-exosomes and cardiac progenitor cell-exosomes, *miR-146a* is the critical agent mediating the cardioprotective effects of stem cell therapy [38, 40, 64]. The transfer of exosomal *miR-146a* has also been reported to inhibit apoptosis, promote the proliferation of cardiomyocytes and augment angiogenesis [38, 65]. We further found that *miR-146a-5p* was the highly enriched miRNA in MSCs^TXL^-exo (> tenfold higher than in MSCs-exo) and that MSCs^TXL^-exo yielded stronger than MSCs-exo in mediating cardioprotective effects in anti-apoptosis, anti-inflammation, cardiac function improvement and infarct size reduction. Since serum *miR-146a-5p* levels were significantly lower than those in healthy controls in the first 24-h-serum samples from ST-elevated MI (STEMI) patients [66], the early administration of MSC^TXL^-exo might be a promising strategy with clinical implications in STEMI patients.

After exploring the downstream mechanism of exosomal *miR-146a-5p*, we confirmed that it could downregulate the level of IRAK1. IRAK1 is a vital adaptor molecule in the Toll-like receptor (TLR) and IL-1 receptor (IL-1R) signaling cascades mediating the activation of NF-κB pathways [67–69]. *miR-146a-5p*-mediated downregulation of IRAK1 has been reported to suppress inflammatory responses in acute lung injury [70] and to decrease myocardial or renal ischemia/reperfusion injury [38, 60, 63]*.* Our data confirmed the vital role of IRAK1 downregulation in reducing cardiomyocyte apoptosis by IRAK1 knockdown. Previous studies have revealed that IRAK1 deletion disrupts the activation of NF-κB [71], which is associated with the inflammatory response and cell survival [72]. Our in vivo data found that downregulation of IRAK1 inhibited the nuclear translocation of NF-κB p65 and then protected cardiomyocytes against hypoxic injury. Therefore, our results demonstrated that exosomal *miR-146a-5p* upregulation by MSCs^TXL^ facilitated cardiac repair effects by inhibiting the IRAK1/NF-κB p65 signaling pathway.

Nevertheless, there are still several limitations in this study that should be noted. First, although intramyocardial injection is a highly effective route of MSCs or MSC-derived-exosomes delivery to the target area, other delivery routes, including intracoronary, especially intravenous injection, which are much more feasible in clinical use, deserve further study. Second, exosomes enriched in *miR-146a-5p* can also be taken up by other cell types in the heart which may exert other unknown effects. Third, other RNAs or proteins may exert synonymous or synergistic effects with *miR-146a-5p* which also remains to be studied. Finally, further preclinical studies including direct transplantation of MSCs^TXL-inhibitors^ and MSCs^TXL-inhibitors-NC^ to AMI models are needed to validate its efficacy and safety for clinical translation.

## Conclusions

Based on the anti-apoptotic and anti-inflammatory effects of the Chinese medicine TXL, our study highlighted the superior effects of MSCs^TXL^ in facilitating cardiac repair in AMI treatment and found that MSCs^TXL^ markedly enhanced cardiac repair via the transfer of exosomal *miR-146a-5p* to cardiomyocytes, which mediated cardioprotective effects by inhibiting the IRAK1/NF-κB signaling pathway. The study found a feasible strategy to enhance the therapeutic efficacy of MSCs and provided novel insights into the underlying mechanisms, which has clinical translational potential for AMI treatment.

## Supplementary Information

**Additional** **file 1.** Supplementary tables and figures.

## Data Availability

The datasets generated and analyzed during the current study are available in Gene Expression Omnibus (GSE184067), https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE184067.

## Abbreviations

BMCs: Bone marrow cells
MSCs: Mesenchymal stem cells
SD: Sprague–Dawley
TXL: Tongxinluo
AMI: Acute myocardial infarction
IRAK1: Interleukin-1 receptor-associated kinase
NF-κB: Nuclear factor-κB
miRNA: MicroRNA
H/SD: Hypoxia and serum deprivation
PBS: Phosphate-buffered saline
LAD: Left anterior descending coronary artery
TEM: Transmission electron microscope
NTA: Nanoparticle tracking analysis
LVEF: Left ventricular ejection fraction
LVFS: Left ventricular fractional shortening
LVEDV: Left ventricular end-diastolic volume
LVESV: Left ventricular end-systolic volume
LV: Left ventricle
HE: Hemoxylin-eosin
TUNEL: Terminal deoxynucleotidyl transferase-mediated dUTP nick-end labeling
NGS: Next-generation sequencing
NC: Negative control
qRT-PCR: Quantitative reverse transcription-polymerase chain reaction
TLR: Toll-like receptor
IL-1R: IL-1 receptor
CDCs: Cardiosphere-derived cells

# Supplementary material for: Tongxinluo-pretreated mesenchymal stem cells facilitate cardiac repair via exosomal transfer of miR-146a-5p targeting IRAK1/NF-κB p65 pathway
**Source:** Stem Cell Res Ther. 2022 Jul 7;13:289. doi: 10.1186/s13287-022-02969-y
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary tables and figures.

**Supplementary materials**

**Methods**

**Preparation of TXL Solution and TXL pretreatment**

TXL ultrafine powder (Shijiazhuang Yiling Pharmaceutical Co., Shijiazhuang, China) was dissolved in serum-free Iscove’s Modified Dulbecco’s Medium (IMDM, Gibco, USA). Then the suspension was sonicated for 30 minutes and centrifuged at 5000 rpm for 10 minutes. Sterile TXL solution was obtained by filtering the supernatant through a 0.22-μm filter. The precipitate was then dried, enabling precise weighing of the dissolved TXL powder. The solution was then adjusted to a final concentration of 2 mg/mL by adding IMDM and was then stored at 4 ^o^C or -20 ^o^C until use. The active constituents of TXL include paeoniflorin, ginsenoside Rg1, ginsenoside Rb1, jujuboside A, jujuboside B, isoborneol, and borneol.

For TXL pretreatment, when passages 3-4 MSCs grew to approximately 60%, TXL was added to its medium for 24h.

**Cell viability Assay**

To assess cell viability, 4 x 10^3^ MSCs were seeded per well in a 96-well plate. MSCs viability was determined by WST tetrazolium salt (CCK-8, Dojindo) according to the manufacturer’s protocol. Briefly, CCK-8 regent (10μL) was added to each well and the plates were incubated at 37 ^o^C for 3h. Absorbances at 450nm were then measured with a microplate reader.

**Apoptosis assay**

H9C2 cells were cultured in DMEM containing 10% FBS (Gibco) and penicillin (100U/mL)/ streptomycin (100 μg/mL) at 37°C with 5% CO_2_. After being plated on 6-well plates (1×10^5^ cells/well) and pretreated by exosomes for 24 hours or transfected with miRNA mimics, inhibitors or siRNA, H9C2 cells were then washed twice by PBS. The medium was changed to DMEM without glucose and FBS. Then H9C2 cells were put into a sealed GENbox hypoxic chamber fitted with an AnaeroPack (Mitsubishi Gas Chemical Company) to scavenge the free oxygen at 37 °C for 6 h.

**Immunofluorescence Staining**

For immunofluorescence staining, the paraffin sections were incubated with the antibodies at 4 ^o^C overnight, followed by goat anti-mouse (Thermo Fisher Scientific, A-11001, 1:200 dilution) or goat anti-rabbit (Thermo Fisher Scientific, A-11034, 1:200 dilution) highly cross-adsorbed Alex Fluro 488 or 594 secondary antibodies for 1 hour at room temperature. After washing, the nuclei were stained with DAPI. The sections were then observed under a laser scanning confocal microscope (Leica) at x400 magnification and five randomly chosen high-power fields (HPF) were measured per animal. The results of angiogenesis, reflected by α-smooth muscle actin (α-SMA, Abcam, 1:200 dilution), CD31 (Abcam, 1:300 dilution) staining were described as arteriole density and vascular density, respectively. Arteriole density was quantified as the number of α-SMA+ cells per HPF and vascular density was quantified as the number of CD31+ cells per HPF.

**Terminal Deoxynucleotidyl Transferase-mediated dUTP nick-end labelling (TUNEL) Assay**

To assess the apoptotic cardiomyocytes in the infarcted heart, *In Situ* Cell Death Detection kit (Roche) was used according to the manufacturer’s direction. The sections were blocked and incubated with TUNEL reaction mixture for 1 hour at room temperature, and then stained with cardiac Troponin T (cTNT, 1:200, Abcam) at 4°C overnight and nuclei were stained DAPI. The stained sections were examined under confocal microscope in four randomly chosen fields. Normal nuclei were presented as blue color, whereas apoptotic nuclei were green. All results were described as the percentage of apoptotic cardiomyocytes/total cardiomyocytes.

**Enzyme linked immunosorbent assay (ELISA) analyses**

Rat tumor necrosis factor (TNF)-α and rat interleukin (IL)-6 ELISA kits (eBioscience, USA, BMS625 and BMS622) were used to quantify the inflammatory cytokines TNF- α and IL-6 in the peri-infarcted myocardium. Heart tissue homogenates were prepared and the following procedures were performed according to the manufacturer’s instructions.

**Western blotting**

Cells, exosomes or tissues were collected and lysed in RIPA lysis buffer (Thermo Fisher Scientific) with a protease inhibitor cocktail (Roche), and protein concentrations were quantified by BCA protein assay (Beyotime). Proteins (20-60ug) were loaded with 4×loading buffer and separated on a 4-12% Bis-Tris gel (Invitrogen), transferred onto PVDF membranes (Millipore), blocked with 5% skim milk in TBST for 2 hours. Then, the membrane was incubated with specific primary antibodies against TSG101 (1:1000, Santa Cruz Biotechnology), CD63 (1:1000, Santa Cruz Biotechnology), Alix (1:1000, Cell Signaling Technology), cleaved-Caspase 3 (1:1000, Cell Signaling Technology), IRAK1 (1:1000, Invitrogen), NF-κB p65 (1:1000, Abcam), Histone H3 (1:2000, Cell Signaling Technology) and GAPDH (1:2000, Abcam) at 4°C overnight. Then, the membrane was incubated with the corresponding secondary antibodies (1:3000, Beyotime) for 1 hours at room temperature. Protein bands were detected by Chemiluminescence Imaging System (Tanno-5800multi). The densitometry of target bands was normalized to GAPDH or H3.

**Supplementary Tables**

**Supplementary table 1: List of specific primary antibodies**

| **Primary antibodies** | **Manufacturer** | **Catalog No.** | **Dilution** |
| --- | --- | --- | --- |
| CD90 Monoclonal antibody | Invitrogen | 45-0900-80 | 1:200 |
| CD29 Monoclonal antibody | Invitrogen | 12-0291-81 | 1:100 |
| CD45 Monoclonal antibody | Invitrogen | 11-0461-80 | 1:100 |
| CD11 Monoclonal antibody | Invitrogen | MA1-21592 | 1:100 |
| FITC Anti-CD31 antibody | Abcam | ab33858 | 1:200 |
| Anti-TSG101 antibody | Santa Cruz Biotechnology | sc-7964 | 1:1000 |
| Anti-CD63 antibody | Santa Cruz Biotechnology | sc-5275 | 1:1000 |
| Alix Mouse Monoclonal antibody | Cell Signaling Technology | 2171 | 1:1000 |
| CD73 Polyclonal antibody | Proteintech | 12231-1-AP | 1:1000 |
| Anti-CD31 antibody | Abcam | ab222783 | 1:200 |
| Anti-αSMA antibody | Abcam | ab124964 | 1:200 |
| Anti-Cardiac Troponin T antibody | Abcam | ab209813 | 1:200 |
| Anti-GAPDH antibody | Abcam | ab181602 | 1:3000 |
| Anti-IRAK1 antibody | Invitrogen | PA5-19855 | 1:1000 |
| Cleaved-Caspase 3 Rabbit Monoclonal antibody | Cell Signaling Technology | 9664 | 1:1000 |
| Bax antibody | Cell Signaling Technology | 2772 | 1:1000 |
| Histone H3 Rabbit Monoclonal antibody | Cell Signaling Technology | 4499 | 1:1000 |
| Anti-NF-κB p65 antibody | Abcam | ab16502 | 1:1000 |

**Supplementary table 2: Primers used for qRT-PCR**

| Gene name | Primer sequence (5’-3’) |
| --- | --- |
| *Gapdh* | Forward: 5’-GGCCAAGGTCATCCATGA-3’  Reverse: 5’-TCAGTGTAGCCCAGGATG-3’ |
| *Irak1* | Forward: 5’-CATCAAGCCAAGCCCAGAGA-3’  Reverse: 5’-GAAGTTGCAAGTGCCTTGGG-3’ |

**Supplementary table 3: Comparisons of cardiac function, infarct size, collagen area, angiogenesis, apoptosis and inflammation among the different AMI groups in rats.**

|  | Sham | AMI | MSCs | MSCs^TXL^ | MSCs^TXL+GW4869^ |
| --- | --- | --- | --- | --- | --- |
| LVEF (%) | 73.15±5.90 | 34.48±4.54 | 42.10±3.83 * | 49.69±6.02****^#^ | 38.65±3.58^$$$^ |
| LVFS (%) | 43.58±5.46 | 17.30±2.56 | 21.60±2.19 | 26.31±3.92*** | 19.60±1.99^$$^ |
| LVEDV (μL) | 247.6±66.90 | 425.7±54.23 | 370.5±79.88 | 354.2±104.4 | 397.0±119.3 |
| LVESV (μL) | 68.65±31.06 | 278.4±35.62 | 215.8±54.52 | 180.4±66.09** | 245.3±81.90 |
| Infarct size (%) | 4.36±3.98 | 66.29±4.96 | 56.82±5.41* | 46.39±8.06****^#^ | 61.75±3.80^$$$^ |
| Collagen area (%) | 5.51±2.30 | 44.52±6.73 | 30.46±6.30** | 28.87±7.72*** | 33.88±3.60^*^ |
| α-SMA | 1.64±0.46 | 4.04±0.33 | 7.04±1.55* | 9.56±1.87**** | 6.24±1.68^$$^ |
| CD31 | 2.47±1.03 | 4.80±1.64 | 9.88±2.21*** | 12.16±0.91**** | 7.44±0.86^$$$^ |
| Apoptotic cardiomyocytes ratio (%) | 0.096±0.22 | 6.17±0.72 | 4.48±0.45*** | 3.55±0.57****^#^ | 4.87±0.26**^$$^ |
| Relative expression level (Bax/GAPDH) | 1.00±0.00 | 6.48±1.38 | 2.49±0.78*** | 1.54±0.95**** | 2.89±1.02*** |
| Relative expression level (cleaved-Caspase3/GAPDH) | 1.00±0.00 | 5.04±0.65 | 3.13±0.36*** | 1.57±0.47****^##^ | 2.85±0.53****^$$^ |
| IL-6 (pg/mL) | 1230±228.7 | 3544±533.3 | 3078±308.9 | 2349±359.3***^#^ | 3275±584.7^$$^ |
| TNF-α (pg/mL) | 1065±367.2 | 3695±468.9 | 3048±646.1 | 2421±344.6*** | 3168±488.8 |

For cardiac function analysis, n = 8-10 for each group. For the analysis of infarct size, collagen area, n = 6; for quantification of α-SMA positively stained arterioles or CD31 positively stained capillaries at the border zone, n=5; for quantification of apoptotic cardiomyocytes ratio, n = 5 (4 random fields per animal); for the relative level of Bax and cleaved-Caspase 3, n=4; for quantification of IL-6 and TNF-α levels in infarct border zone tissue of rat hearts, n=6. All data are expressed as mean ± SD and was analyzed with one-way ANOVA followed by Tukey’s test. *, *p*<0.05, **, *p*<0.01, ***, *p*<0.001, ****, *p*<0.0001 compared with AMI group; ^#^, *p*<0.05, ^##^, *p*<0.01 compared with MSCs group; ^$^, *p*<0.05, ^$$^, *p*<0.01, ^$$$^, *p*<0.001 compared with MSCs^TXL^ group.

**Supplementary table 4 Apoptotic ratio and relative expression level of Bax and cleaved-caspase3 of H9C2 cells after MSCs-exo and MSCs^TXL^-exo treatment.**

|  | Control | H/SD | MSCs-exo | MSCs^TXL^-exo |
| --- | --- | --- | --- | --- |
| Apoptotic ratio (%) | 5.72±1.62 | 43.78±4.70 | 33.34±6.07** | 25.22±3.35****^#^ |
| Relative expression level (Bax/GAPDH) | 1.00±0.00 | 1.98±0.45 | 1.43±0.17* | 1.16±0.15** |
| Relative expression level (cleaved-caspase3/GAPDH) | 1.00±0.00 | 4.25±0.37 | 3.10±0.23*** | 2.57±0.25****^#^ |

For apoptotic ratio, n=5 for each group; for relative expression level of Bax and cleaved-Caspase 3, n=4. All data are expressed as mean ± SD and was analyzed with one-way ANOVA followed by Tukey’s test. *, *p*<0.05, **, *p*<0.01, ***, *p*<0.001, ****, *p*<0.0001 compared with H/SD group; ^#^, *p*<0.05, ^##^, *p*<0.01 compared with MSCs-exo group.

**Supplementary table 5: Comparisons of cardiac function, infarct size, collagen area, angiogenesis, apoptosis and inflammation among the different AMI groups in rats.**

|  | Sham | AMI |  | MSCs-exo | MSCs^TXL^-exo |
| --- | --- | --- | --- | --- | --- |
| LVEF (%) | 74.63±4.24 | 34.76±3.59 |  | 46.88±3.22**** | 53.39±5.69****^#^ |
| LVFS (%) | 44.42±3.73 | 17.43±2.02 |  | 24.59±2.00*** | 28.78±3.73**** |
| LVEDV (μL) | 193.3±46.09 | 415.9±64.54 |  | 404.8±61.95 | 379.0±105.8 |
| LVESV (μL) | 49.89±18.00 | 270.6±38.49 |  | 215.8±39.94 | 178.4±58.75** |
| Infarct size (%) | 5.01±3.74 | 67.36±7.49 |  | 50.49±7.35** | 39.05±7.91****^#^ |
| Collagen area (%) | 3.68±2.82 | 45.16±5.81 |  | 32.21±5.80** | 25.60±5.52**** |
| α-SMA | 1.96±0.67 | 4.24±0.48 |  | 8.92±1.57*** | 10.84±1.81**** |
| CD31 | 2.68±1.05 | 5.16±1.23 |  | 11.20±2.36*** | 12.75±1.93**** |
| Apoptotic cardiomyocytes ratio (%) | 0.12±0.26 | 5.74±0.75 |  | 4.20±0.47** | 2.91±0.45****^##^ |
| Relative expression level (Bax/GAPDH) | 1.00±0.00 | 6.60±0.70 |  | 5.03±0.96* | 3.33±0.56****^#^ |
| Relative expression level (cleaved-caspase3/GAPDH) | 1.00±0.00 | 3.41±0.37 |  | 1.85±0.16**** | 1.33±0.18****^#^ |
| IL-6 (pg/mL) | 1480±526 | 4411±385.6 |  | 2985±725.3** | 2027±561.7****^#^ |
| TNF-α (pg/mL) | 1342±317.7 | 3939±1175 |  | 2871±653.1 | 2381±401.7** |

For cardiac function analysis, n = 7-8 for each group. For the analysis of infarct size, collagen area, n = 6; for quantification of α-SMA positively stained arterioles or CD31 positively stained capillaries at the border zone, n=5; for quantification of apoptotic cardiomyocytes ratio, n = 5 (4 random fields per animal); for the relative level of Bax and cleaved-Caspase 3, n=4; for quantification of IL-6 and TNF-α levels in infarct border zone tissue of rat hearts, n=6. All data are expressed as mean ± SD and was analyzed with one-way ANOVA followed by Tukey’s test. *, *p*<0.05, **, *p*<0.01, ***, *p*<0.001, ****, *p*<0.0001 compared with AMI group; ^#^, *p*<0.05 compared with MSCs-exo group.

**Supplementary table 6 Predicted consequential pairing of miR-146a-5p and its two candidate target sites in the 3’UTR of IRAK1.**

|  | **Predicted consequential pairing of target region (top) and miRNA (bottom)** | **Site type** | **Context++ score** | **Context++ score percentile** | **Weighted context++ score** | **Conserved branch length** | **P_CT_** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Position 27-34 of IRAK1 3' UTR [rno-miR-146a-5p](http://www.mirbase.org/cgi-bin/mirna_entry.pl?acc=rno-miR-146a-5p) | 5'   ...AGACUCAGAUGUCAAAGUUCUCA...                        \|\|\|\|\|\|\|  3'       UUGGGUACCUUAAGUCAAGAGU | 8mer | -0.41 | 98 | -0.41 | 6.604 | N/A |
| Position 43-50 of IRAK1 3' UTR [rno-miR-146a-5p](http://www.mirbase.org/cgi-bin/mirna_entry.pl?acc=rno-miR-146a-5p) | 5' ...GUUCUCAUUGUUGGA----AGUUCUCA...                  \|\|\|\|    \|\|\|\|\|\|\|  3'         UUGGGUACCUUAAGUCAAGAGU | 8mer | -0.37 | 98 | -0.37 | 6.081 | N/A |

**Supplementary table 7 Apoptotic ratio and relative expression level of Bax and cleaved-caspase3 of H9C2 cells after MSCs^TXL-inhibitors^-exo and MSCs^TXL-inhibitors-NC^-exo treatment.**

|  | H/SD | MSCs^TXL-inhibitors^-exo | MSCs^TXL-inhibitors-NC^-exo |
| --- | --- | --- | --- |
| Apoptotic ratio (%) | 44.22±1.72 | 34.44±5.25** | 26.54±4.80****^#^ |
| Relative expression level (Bax/GAPDH) | 1.00±0.00 | 0.75±0.15* | 0.52±0.13***^#^ |
| Relative expression level (cleaved-Caspase3/GAPDH) | 1.00±0.00 | 0.75±0.10* | 0.49±0.18***^#^ |

For apoptotic ratio, n=5 for each group; for relative expression level of Bax and cleaved-Caspase 3, n=4. All data are expressed as mean ± SD and was analyzed with one-way ANOVA followed by Tukey’s test. *, *p*<0.05, **, *p*<0.01, ***, *p*<0.001, ****, *p*<0.0001 compared with H/SD group; ^#^, *p*<0.05, ^##^, *p*<0.01 compared with MSCs^TXL-inhibitors^-exo group.

**Supplementary Figures**

**Supplementary figure 1**

**
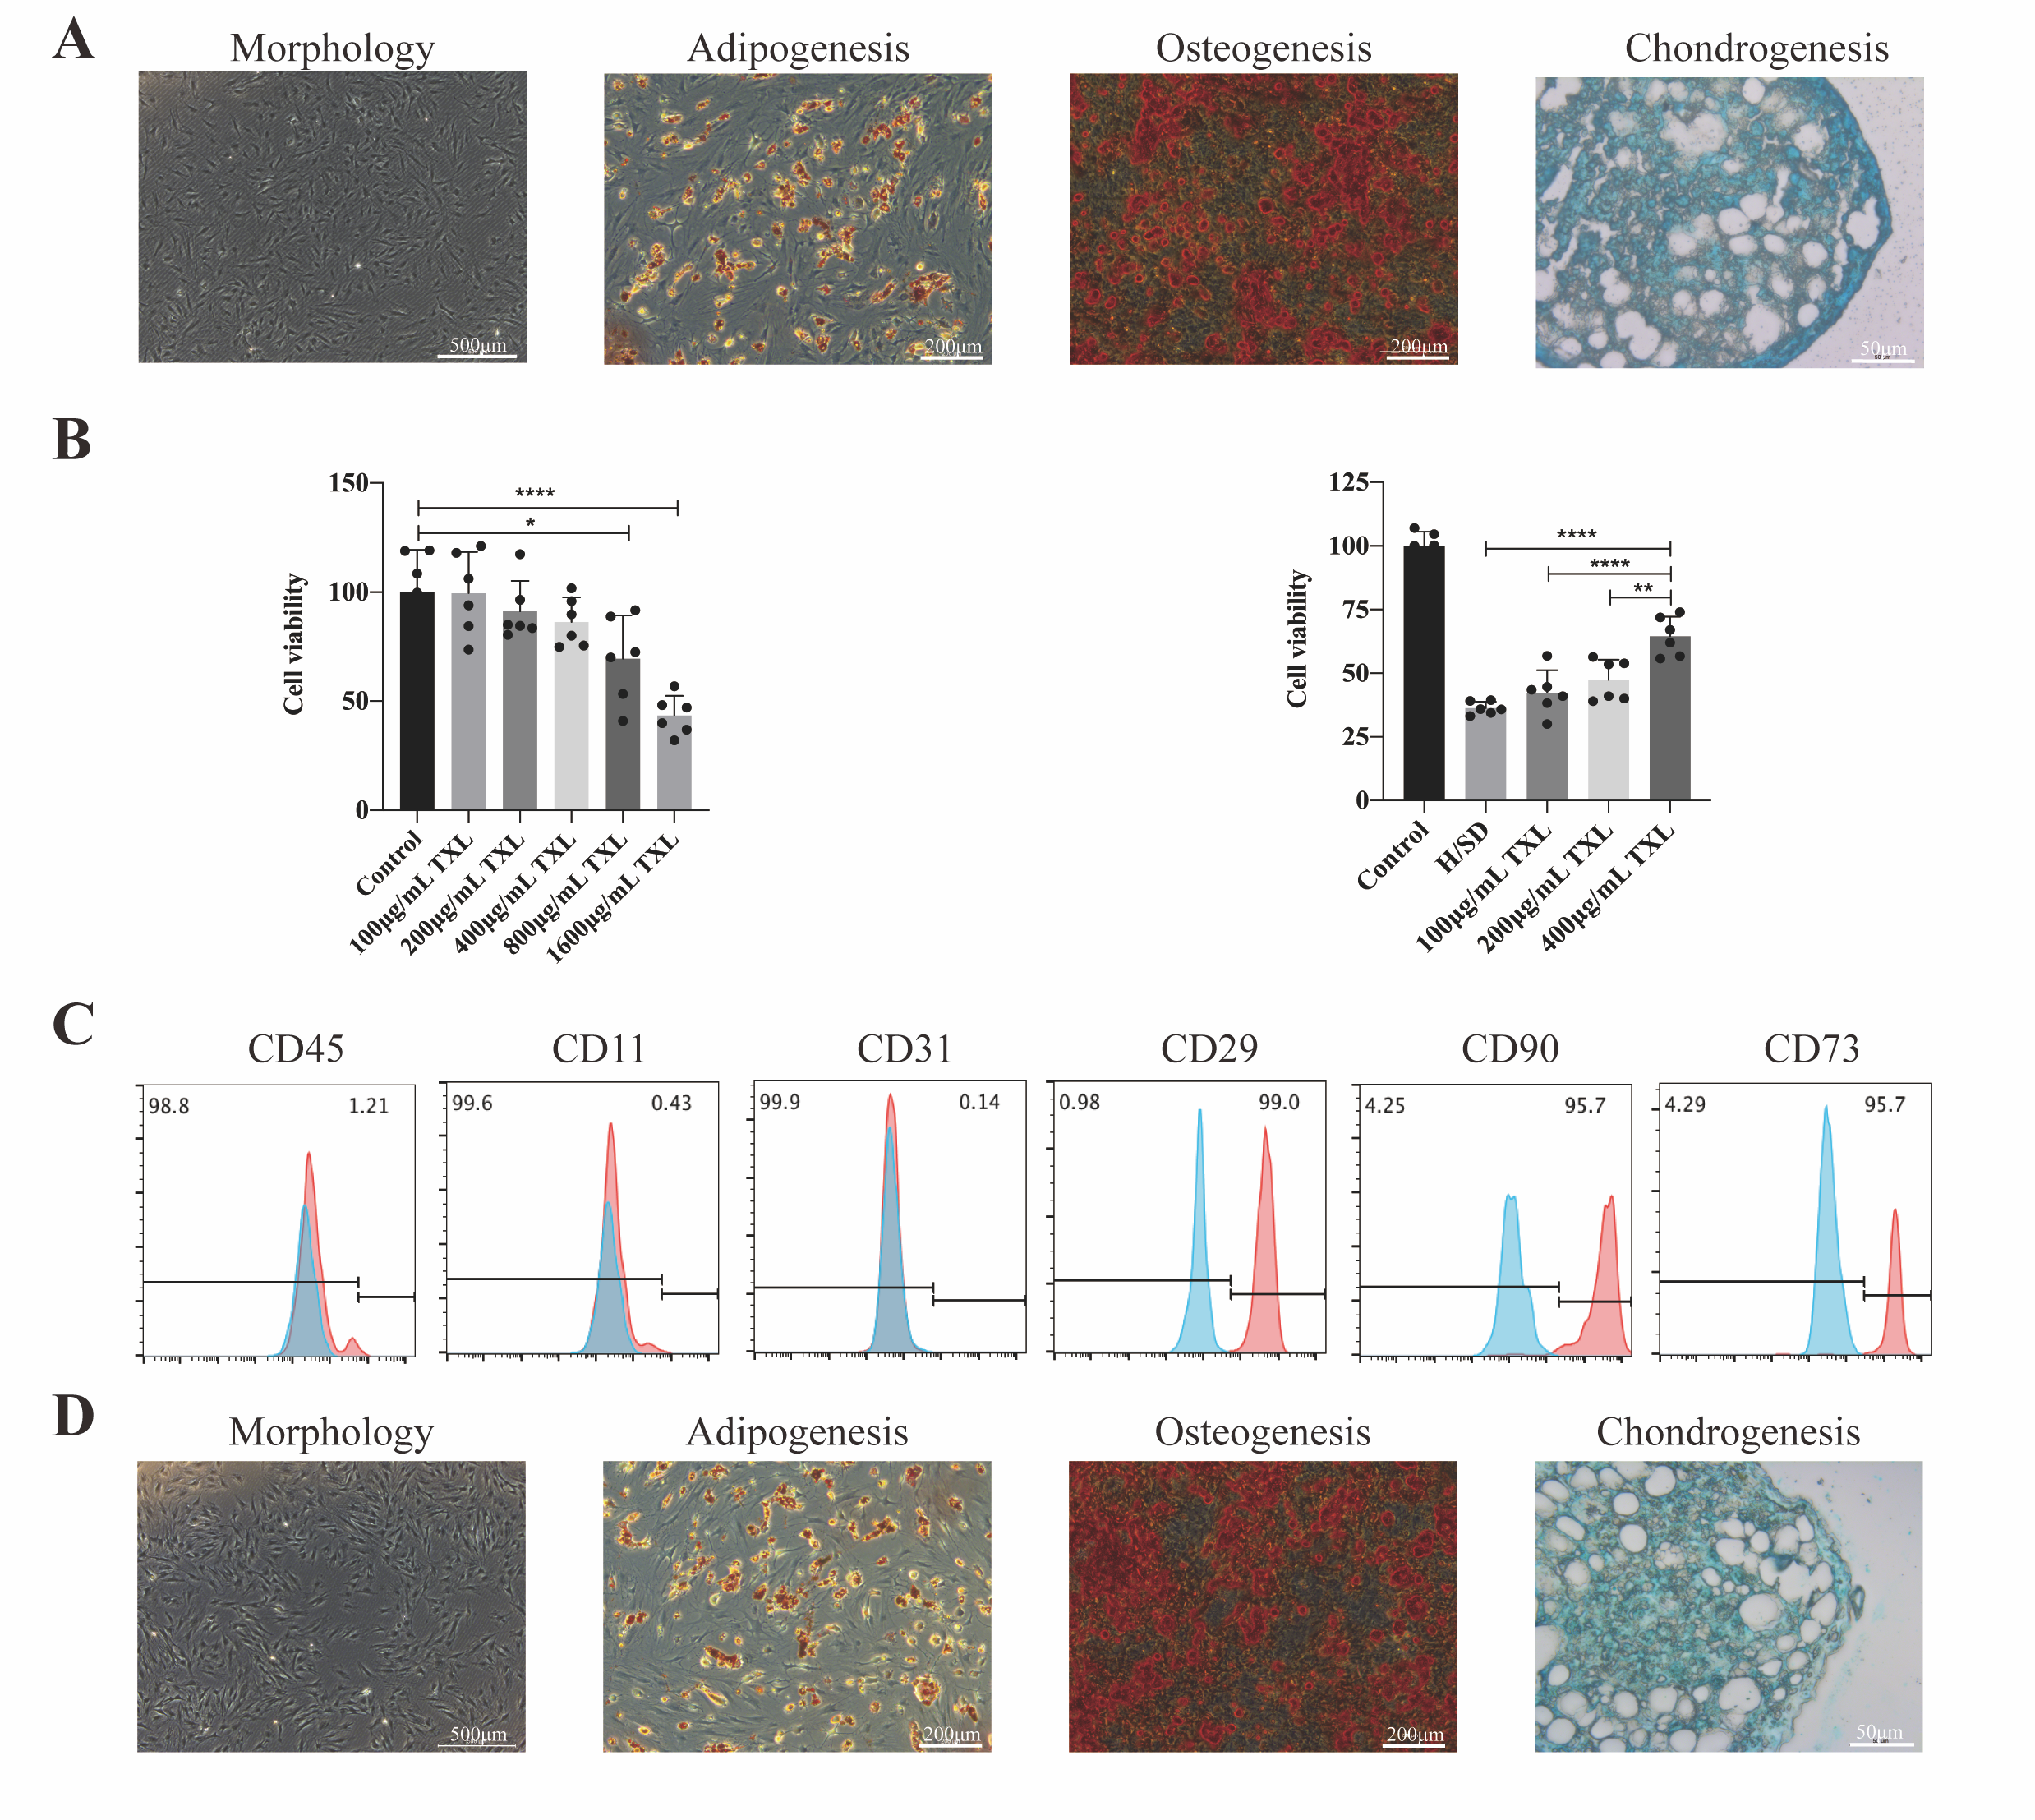
**

**Supplementary figure 1. Surface markers and differentiation ability of MSCs and MSCs^TXL^.** (A) Adipogenic differentiation, osteogenic differentiation and chondrogenic differentiation of MSCs. (B) Cell viability of MSCs pretreated with different concentration of TXL under normal or H/SD condition (n=6). Surface markers (C), adipogenic differentiation, osteogenic differentiation and chondrogenic differentiation (D) of MSCs^TXL^. All data are expressed as mean ± SD and was analyzed with one-way ANOVA followed by Tukey’s test. *, *p*<0.05, **, *p*<0.01, ***, *p*<0.001, ****, *p*<0.0001.

**Supplementary figure 2**

**
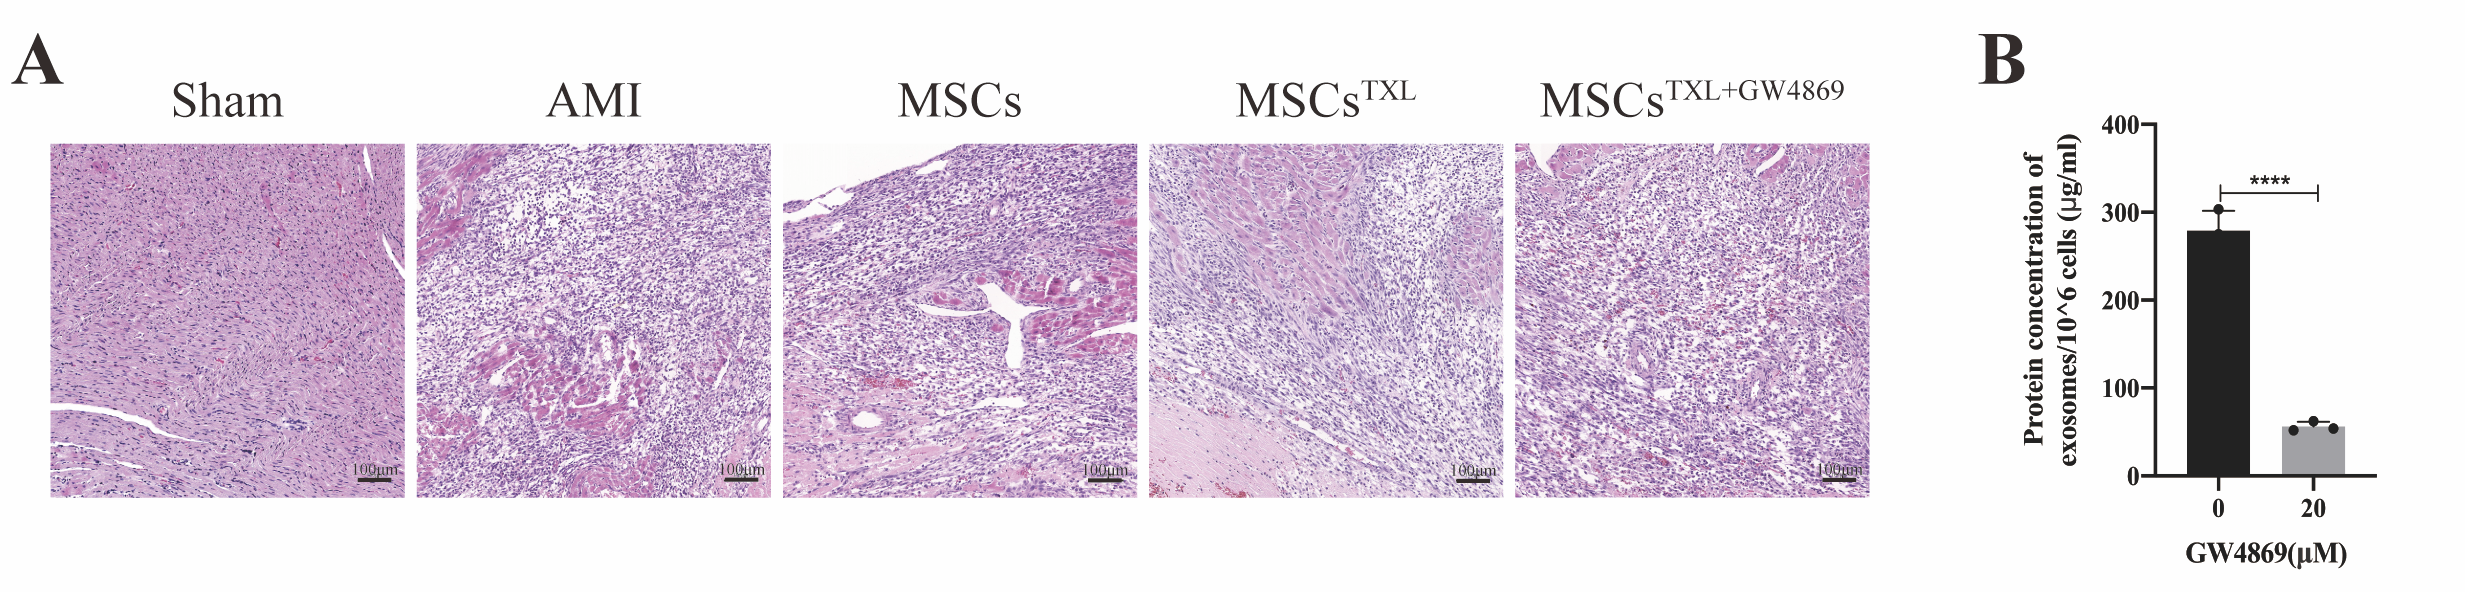
**

**Supplementary figure 2 Infiltration of inflammatory cells in the infarcted hearts and the effects of GW4869.** (A) Representative HE staining images at the border zone of the infarcted heart. Scale bar= 100 μm. (B) 20 μM GW4869 effectively blocked the release of exosomes (n=3).

**Supplementary figure 3**

**
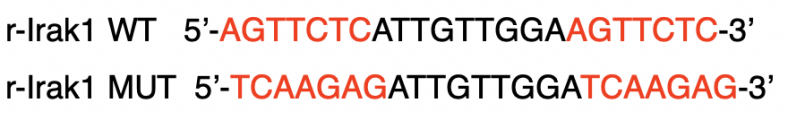
**

**Supplementary figure 3. The segment of IRAK1 3’UTR or a mutated segment.**

**Supplementary figure 4**

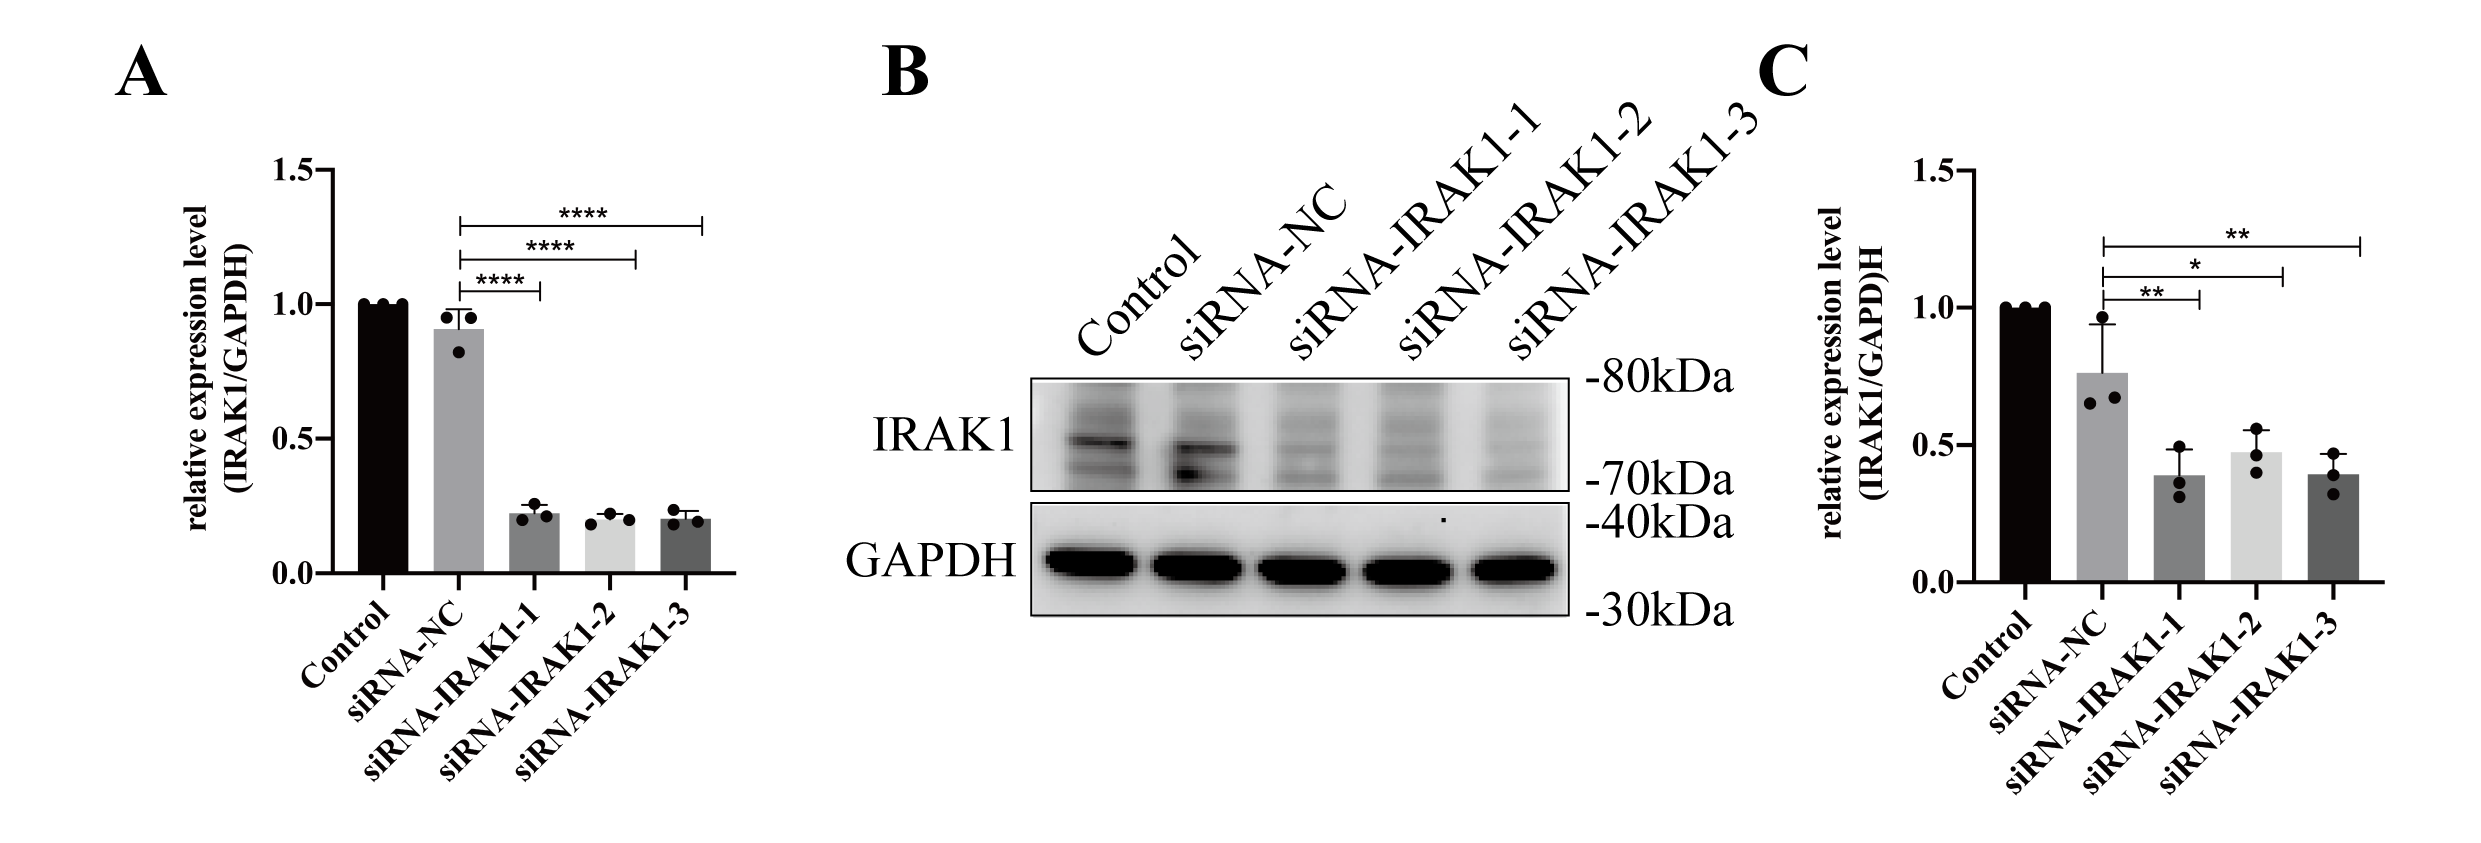

**Supplementary figure 4. The level of IRAK1 in H9C2 cells transfected with siRNA.** qPCR analysis (A), representative images of western blotting (B) and quantification of the protein level of IRAK1 (C) (n=3). siRNA-IRAK1-1 led to significant knockdown of the mRNA and the lowest protein level of IRAK1, so we used siRNA-IRAK1-1 in the following experiments.

How the deposited data were processed for this re-analysis (not part of the article)

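The data are UMI counts of mature miRNAs in exosomes of rat bone marrow MSCs, from 3 libraries of MSCs-exo and 3 of MSCs TXL-exo. The authors made the libraries with the QIAseq miRNA Library Kit, and their processing notes name cutadapt 2.7 and Bowtie 1.2.2. The deposited table has 833 lines for 749 miRNAs, because each of 69 miRNAs with several loci has a line per locus with identical counts; each was counted once. Its 6 other columns of values per sample, the authors' CPM, were not used. The letters M and T in the column names were read as MSCs-exo and MSCs TXL-exo, and the groups were taken from them; the order of the numbers 10, 12 and 13 is not tied to the replicate numbers of the sample titles.

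The groups were compared with edgeR 4.0.16 in R 4.3.3: TMM factors (0.861 to 1.144), filterByExpr by group with its defaults (minimum count 10, minimum total 15), which kept 392 miRNAs, and the quasi-likelihood test without a block. The main count used the paper's thresholds, a fold change over 2 and an unadjusted p under 0.05; the paper's text names no tool or normalization for them, and its statistics section names a test for comparisons of 2 groups in general. A second count used the Benjamini-Hochberg adjusted p under 0.05 over all tested miRNAs. The biological coefficient of variation was 0.481, and 0.312 with the library number as a replicate block. Between libraries of 1 group, chi-square divided by its degrees of freedom was 67.3 to 257, so the spread between libraries is far above counting error.

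Both groups carry the numbers 10, 12 and 13. Over miRNAs, after each group's mean was subtracted, libraries of the same number correlated at 0.434 (10), 0.179 (12) and 0.70 (13), although MSCs TXL-exo library 12 correlated more with MSCs-exo library 10 (0.347) than with its own number. The number was therefore also used as a replicate block, an alternative chosen after the table was seen, and blocked values are given beside the results whose call they change. The library totals rise with the number in both groups, so an effect of the number cannot be told apart from one of depth.

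Each alternative changed 1 choice, or the filter and the tool together: DESeq2 1.42.0, limma-voom (limma 3.58.1), RLE factors, library totals only, upper quartile factors, no filter, at least 10 counts in every library, DESeq2 with no filter, and each library left out in turn. Those added after the table was seen were the replicate block alone and with each of these tools, scalings and filters or without both libraries of a number, edgeR's likelihood ratio test with no filter, and the Dlk1-Dio3 list by position (every miRNA of the table between the outermost listed members). The miRNA lists (inflammation and cardiac repair from the paper; NF-κB-induced; let-7, miR-17-92, miR-29, miR-30 and miR-15/16 families; Dlk1-Dio3 cluster; mesenchymal; and markers of blood and immune, erythroid, endothelial, epithelial, liver, neuronal, muscle, neuroendocrine, embryonic stem and testis cells) were tested with limma's camera (correlation 0.01, and estimated) and fry where at least 3 members were tested. miRNAs were named by rule: those in the paper's text, those drawn in Fig. 6A (43, read from the picture, with their direction seen beforehand), the 10 with the smallest p in each direction among those with the groups apart, and the 10 most abundant. A few others, miR-146b-5p, miR-451-5p, miR-122-5p, miR-7a-5p and those called outside Fig. 6A by single settings, were named after their values were seen.

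The comparison was tested on simulated data with 200 miRNAs changed in counts of the same size and spread, without any difference between library numbers. The run with the block drew its counts at the smaller spread of the blocked fit, so its shares do not measure a gain from blocking. With so many miRNAs changed, adjusted calls come more easily than where few change. The shares are of the miRNAs that passed the filter on low counts, so changed miRNAs that it removed are not counted as missed. Without the block, adjusted calls were made for 10% of 30 such miRNAs changed 2-fold, 66.7% of 27 changed 4-fold and 97.2% of 36 changed 8-fold. They were also made for 1.01% of unchanged miRNAs. With the block they were made for 36.4%, 100% and 97.2%, and for 2.08%. Thinning to the smallest library total, 382665 UMIs, used 20 draws, and the search for miRNAs over 2-fold above every other library in 1 library, with its tests, used an offset of 5 CPM. The tallies over Fig. 6A and the folds within a library number used no offset. The paper's qRT-PCR measurements were not analysed here.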

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

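The tests of other arms, of TXL pretreatment in all 3 libraries, of miR-146b-5p reads, of the scaling and of NF-κB-induced miRNAs were chosen after the result was seen, as was the replicate block; the tests of library depth and the splits of the libraries were not.

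miR-125a-3p passed both thresholds (log2 fold change 1.00, standard error 0.41; Benjamini-Hochberg adjusted p = 0.972 from edgeR's quasi-likelihood test, higher in 3 of 3 MSCs TXL-exo libraries than in any MSCs-exo library), and neither Fig. 6A nor the text reports a difference for it, although the paper lists miR-125 among the miRNAs of cardiac repair. Besides this comparison it passed both thresholds in 2 of 14 other planned settings, and its log2 fold change was 0.67 without MSCs TXL-exo library 12.

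In MSCs TXL-exo library 12, 32 miRNAs lay over 2-fold above every other library (median log2 ratio to the median of the others 2.31, with an offset of 5 CPM), and 12 of them are drawn as upregulated in Fig. 6A. This choice leaves out any miRNA that TXL raised alike in all 3 libraries, but it left room for a smaller rise (a log2 ratio over 0.5 in library numbers 10 and 13 for 29 of the 32). For the set as a whole, the values argue against one. The median log2 ratio of MSCs TXL-exo to MSCs-exo within those numbers was -0.0907 (quartiles -0.392 and 0.162). Of the 32, 8 were higher in MSCs TXL-exo in both numbers and 8 lower in both, so a smaller rise of single members stays open. The ratio was -0.163 (quartiles -0.479 and 0.148) for the 89 miRNAs over 2-fold higher in MSCs TXL-exo within number 12 whatever their level elsewhere, all 32 among them. RNA of other cells would bring the other arms of the same hairpins too, and 17 of these had a median log2 ratio of -0.00343 (quartiles -0.292 and 0.218), although the embryonic stem cell markers summed to 144 CPM in this library, 108 of them from miR-295-5p, whose other arm miR-295-3p had 3.72 CPM. Thinning all libraries to the smallest total left 32.2 miRNAs on average (SD 3.23), so the number did not rest on the UMIs counted beyond that total. Thinning keeps the expected share of each miRNA, so this result cannot decide on other effects of depth. A source specific to that library, technical or biological, may remain, and no label names one.

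In MSCs-exo library 10, 31 miRNAs lay over 2-fold above every other library (median log2 ratio 2.05 by the same measure), and 9 of them are drawn as downregulated in Fig. 6A, counted with the offset, under which fewer qualify than the 12 counted without it. Thinning left 33 (SD 2.64), which for the same reason cannot decide on an effect of depth. Within library numbers 12 and 13 their median log2 ratio of MSCs-exo to MSCs TXL-exo was 0.241 (quartiles 0.0125 and 0.615), with 12 of the 31 higher in MSCs-exo in both numbers and 3 lower in both, while the 133 miRNAs over 2-fold higher in MSCs-exo within number 10 whatever their level elsewhere had 0.0444 (quartiles -0.317 and 0.466), so an effect of TXL smaller than the 2.05 of the pattern stays open for its 31 miRNAs. The other arms, 15 in number, had a median log2 ratio of 0.602 (quartiles 0.203 and 0.793), above 0 but below that of the pattern, so RNA of other cells also stays open as a candidate source for this library, where embryonic stem cell markers summed to 151 CPM, 87 of them from miR-293-5p. The other 4 libraries had 0, 0, 2 and 0 such miRNAs.

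miR-146a-5p was higher in MSCs TXL-exo in all 3 library numbers. The rise of its mean level, 8177 CPM, is 6.96 times the level counted as miR-146b-5p, 1175 CPM. Reads of miR-146b-5p wrongly counted as miR-146a-5p would be missing from that level, so it sets no bound on them. The counted level of miR-146b-5p was alike in both groups, which goes against a rise made by misassigning a constant share of its reads. The smallest blocked log2 fold change over 4 scalings was 1.77 (standard error 0.194), so the rise does not rest on the choice among these. Thinning to the smallest total gave 1.8 (SD 0.029). Thinning keeps the expected share of a well counted miRNA, so this result cannot decide on an effect of depth. A general rise of NF-κB-induced miRNAs would move the others of that list, and 11 of them had a median of -0.00432 (quartiles -0.145 and 0.0954). A rise of miR-146a-5p by TXL pretreatment is left as a hypothesis, since in these data it was found and tested on the same libraries; the paper also reports it by qRT-PCR in exosomes and in MSCs, measurements not analysed here.

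The 6 libraries can be split into groups of 3 in 10 ways, and into groups that part all 3 numbers in 4 ways, too few for a share under 0.05. For the 14 miRNAs past the thresholds, 4 of 10 splits gave as many, with 63 the highest of the others. The splits that gave 49, 60 and 63 set 3 libraries numbered 10 and 12 against a group with both libraries numbered 13. Another split of that form gave 9. The larger counts point to a structure of the samples by library number or by depth. These cannot be told apart, as the library totals rise with the number in both groups. Splits that part all 3 numbers gave 5, 7 and 6. For the adjusted p, 10 of 10 splits gave as many as the real 0 (highest other 0), and for the lists passing camera, 10 of 10 did (highest other 3). Every split reaches a count of 0, so these shares were fixed in advance and decide nothing. With the replicate block, the real split was the only 1 of 4 to reach its value both for the 29 miRNAs past the thresholds (highest other 9) and for the 1 at an adjusted p under 0.05 (highest other 0).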

How the results depend on the processing

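All settings with the replicate block, the likelihood ratio test and the Dlk1-Dio3 list by position were chosen after the data were seen; the rest were planned. The planned block on replicate numbers 1 to 3 was not run, since no source ties them to the columns; DESeq2 and the likelihood ratio test give no list test. The cause of the changes was not tested, except that a stricter filter tests fewer miRNAs and a left-out library leaves fewer samples.

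The 14 miRNAs past the thresholds became 24 with DESeq2, 9 with limma-voom, 34 with no filter, 32 with DESeq2 and no filter, 6 with at least 10 counts in every library, 46 with the likelihood ratio test and no filter, and 6 to 38 without 1 library; they were 13, 11 and 20 with RLE factors, library totals and upper quartile factors. With the replicate block there were 29, and 28 with DESeq2, 33 with limma-voom, 32 with RLE factors, 31 with library totals, 37 with upper quartile factors, 52 with no filter, 19 with at least 10 counts, and 22, 39 and 37 leaving out both libraries numbered 10, 12 and 13.

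The count at an adjusted p under 0.05 stayed 0 in every setting without the block. With the replicate block it was 1, and 14 with DESeq2, 1 with limma-voom, 1 with RLE factors, 1 with library totals, 17 with upper quartile factors, 12 with no filter, 1 with at least 10 counts, and 1, 11 and 0 leaving out both libraries numbered 10, 12 and 13. With edgeR's filter and scaling and no block, 0 lists passed the test; 1 did with limma-voom (let-7, adjusted p = 0.0193 from camera; 0.916 with an estimated correlation), 2 with at least 10 counts (let-7 and Dlk1-Dio3; adjusted p = 0.942 for both with an estimated correlation), 1 with the replicate block and limma-voom (let-7; adjusted p = 0.783), 1 with the replicate block and at least 10 counts (Dlk1-Dio3; adjusted p = 0.816), 1 with the replicate block leaving out both libraries numbered 12 (Dlk1-Dio3; adjusted p = 0.843, each with an estimated correlation), and 0 to 1 without 1 library. With the Dlk1-Dio3 list by position, 0 lists passed, and 1 did with the replicate block (Dlk1-Dio3, adjusted p = 0.0372 from camera; adjusted p = 0.814 with an estimated correlation).

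The log2 fold change of miR-146a-5p stayed positive in all settings run, at 1.80 with at least 10 counts in every library (no longer past the thresholds) and 1.24 to 2.71 without 1 library. Its adjusted p without the block was 0.317 to 0.998; with the replicate block it was 0.0235, and 8.75e-07 with DESeq2, 0.0192 with limma-voom, 0.0091 with RLE factors, 0.022 with library totals, 3.84e-06 with upper quartile factors, 5.81e-06 with no filter, 0.0352 with at least 10 counts, and 0.0335, 7.02e-08 and 0.125 leaving out both libraries numbered 10, 12 and 13. Of 38 other named miRNAs, only miR-138-2-3p changed sign, to -0.0227 without MSCs TXL-exo library 12 (up to 2.29 without another) and -0.0849 with the replicate block leaving out both libraries numbered 12. Over the other planned settings, 405 values of these miRNAs kept their direction and side of the thresholds, 54 fell short of them and 60 passed them. At the smallest depth, 382665 UMIs, a count of 0 allows a level of up to 7.50 CPM, for counting error only.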

Differences from the paper's values

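The likelihood ratio test and all settings with the replicate block were chosen after the values were seen; the other settings were set before the data were examined.

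The paper reports 43 differentially expressed miRNAs, and 14 passed the same thresholds here. Of the planned settings, no filter on low counts (34), DESeq2 with no filter (32) and leaving out MSCs-exo library 13 (38) came within 1.5 times of the paper's count; DESeq2 (24), limma-voom (9), RLE factors (13), library totals (11), upper quartile factors (20), at least 10 counts in every library (6) and leaving out any other library (6 to 25) did not. DESeq2 with no filter reached 30 of the 43 miRNAs read from Fig. 6A and dropped 13, with 2 outside it, miR-125a-3p and miR-671. Chosen after seeing the values, edgeR's likelihood ratio test with no filter gave 46, reached all 43 and dropped 0, with 3 outside Fig. 6A, miR-122-3p, miR-3099 and miR-383-3p; 0 of its calls had an adjusted p under 0.05, as with edgeR's quasi-likelihood test, DESeq2 and limma-voom. The replicate block, also chosen after seeing the values, gave 29, and came within 1.5 times as well with limma-voom (33), RLE factors (32), library totals (31), upper quartile factors (37), no filter (52) and leaving out both libraries numbered 12 (39) or 13 (37). The directions of all 43 miRNAs in Fig. 6A were the same by mean level here, which is no separate support, since the figure shows miRNAs picked as different in the same libraries.

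The paper reports 18 upregulated miRNAs, and 7 were past the thresholds here. No filter (15), DESeq2 with no filter (15) and leaving out MSCs TXL-exo library 13 (16) came within 1.5 times of it; DESeq2 (7), limma-voom (4), RLE factors (6), library totals (6), upper quartile factors (9), at least 10 counts in every library (2) and leaving out any other library (2 to 9) did not. The likelihood ratio test with no filter gave 18, the replicate block with no filter 20 and the replicate block leaving out both libraries numbered 13 gave 12, all chosen after seeing the values.

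The paper reports a level of miR-146a-5p over 10-fold higher in MSCs TXL-exo by qRT-PCR, in 4 samples per group as its legend states, and the fold in the sequenced libraries was 3.59. The 2 values come from different assays. None of the planned settings came within 1.5 times of the paper's value; they gave 2.36 to 6.54, the highest without MSCs-exo library 13, and the replicate block gave 3.62. The direction was the same.

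The paper singles out miR-146a where the upregulated miRNAs overlap its lists (Fig. 6C). Past the thresholds here, miR-125a-3p of its miR-125 entry also fell in the cardiac repair list, with a log2 fold change of 1.00, and it also did in 2 of 14 other planned settings.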

Other observations

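All tests reported here were planned, except the blocked values, which were chosen after the result was seen.

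Of 2 tested arms of muscle markers, 1 was positive and 1 negative (median -0.45). The negative one, miR-206-3p, a skeletal muscle miRNA, had 650.4 ± 232 CPM (SD, n = 3) in MSCs-exo and 278 ± 186 CPM (SD, n = 3) in MSCs TXL-exo (log2 fold change -1.22, standard error 0.55). With the replicate block it was the 1 of the 2 at an adjusted p under 0.05 from edgeR when adjusted over the list alone. It had adjusted p = 0.0095 from edgeR over the list and adjusted p = 0.207 over all miRNAs. Over all miRNAs it had an adjusted p under 0.05 in 4 of 11 blocked settings. Of 8 tested blood and immune arms, 4 were positive and 4 negative (median -0.12), with miR-142-3p at 226 ± 44.8 CPM (SD, n = 3) in MSCs-exo and 132 ± 45.2 CPM (SD, n = 3) in MSCs TXL-exo. The 3 neuroendocrine arms were all negative (median -0.65), led by miR-7a-5p (-0.70), and camera gave adjusted p = 0.201 for them (0.902 with an estimated correlation). Of 12 neuronal arms 9 were positive and 3 negative (median 0.05; fry pointed down), and 1, miR-128-2-5p, was lower past both thresholds. The 4 liver arms, 3 positive and 1 negative, had a median of 0.12, with miR-122-5p at 163 ± 14.3 CPM (SD, n = 3) in MSCs-exo and 169 ± 74.8 CPM (SD, n = 3) in MSCs TXL-exo. The 2 endothelial arms, of miR-126a, were both negative (median -0.25), the 2 epithelial arms had a median of -0.09, and the 1 erythroid arm, miR-451-5p, had -0.40. The 2 testis arms were negative (median -0.90), with miR-742-3p at -1.56, and 0 embryonic stem cell arms passed the filter on low counts; their sum was 151, 28.2 and 28.1 CPM in MSCs-exo libraries 10, 12 and 13 and 40, 144 and 29.2 CPM in the MSCs TXL-exo libraries.

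Of 32 tested mesenchymal arms, 19 were positive and 13 negative (median 0.05). All 40 arms of that list, tested or not, summed to 427420 ± 54421 CPM (SD, n = 3) in MSCs-exo and 436930 ± 33943 CPM (SD, n = 3) in MSCs TXL-exo. The miR-17-92 cluster and its paralogs had 12 positive and 7 negative arms of 19 (median 0.12), the miR-29 family 3 positive of 3 (median 0.22), the miR-15/16 family 6 positive and 3 negative of 9 (median 0.08), and the miR-30 family 4 positive and 4 negative of 8, with a median of 0.02 and a mean of -0.16, and camera pointed down. In the edgeR fit of all libraries with its default filter and TMM, none of the 14 lists as drawn up by name passed camera or fry after adjustment, with or without the replicate block. The let-7 or Dlk1-Dio3 list passed camera in some of the other settings, as given above. Without the block, 3 lists had an unadjusted value under 0.05 from camera (let-7, Dlk1-Dio3 and neuroendocrine).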
